# HIV Protein Tat Induces Macrophage Dysfunction and Atherosclerosis Development in Low-Density Lipoprotein Receptor-Deficient Mice

**DOI:** 10.1007/s10557-021-07141-x

**Published:** 2021-01-18

**Authors:** Zhaojie Meng, Rebecca Hernandez, Jingwei Liu, Taesik Gwag, Weiwei Lu, Tzung K Hsiai, Marcus Kaul, Tong Zhou, Changcheng Zhou

**Keywords:** HIV infection, atherosclerosis, inflammation, IκB kinase β, macrophages, nuclear factor-κB

## Abstract

**Purpose:**

HIV infection is consistently associated with an increased risk of atherosclerotic cardiovascular disease, but the underlying mechanisms remain elusive. HIV protein Tat, a transcriptional activator of HIV, has been shown to activate NF-κB signaling and promote inflammation in vitro. However, the atherogenic effects of HIV Tat have not been investigated in vivo. Macrophages are one of the major cell types involved in the initiation and progression of atherosclerosis. We and others have previously revealed the important role of IκB kinase β (IKKβ), a central inflammatory coordinator through activating NF-κB, in the regulation of macrophage functions and atherogenesis. This study investigated the impact of HIV Tat exposure on macrophage functions and atherogenesis.

**Methods:**

To investigate the effects of Tat on macrophage IKKβ activation and atherosclerosis development in vivo, myeloid-specific IKKβ-deficient LDLR-deficient (IKKβ^ΔMye^LDLR^−/−^) mice and their control littermates (IKKβ^F/F^LDLR^−/−^) were exposed to recombinant HIV protein Tat.

**Results:**

Exposure to Tat significantly increased atherosclerotic lesion size and plaque vulnerability in IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice. Deficiency of myeloid IKKβ attenuated Tat-elicited macrophage inflammatory responses and atherosclerotic lesional inflammation in IKKβ^ΔMye^LDLR^−/−^ mice. Further, RNAseq analysis demonstrated that HIV protein Tat affects the expression of many atherosclerosis-related genes in vitro in an IKKβ-dependent manner.

**Conclusions:**

Our findings reveal atherogenic effects of HIV protein Tat in vivo and demonstrate a pivotal role of myeloid IKKβ in Tat-driven atherogenesis.

## Introduction

The increase in long-term survival of HIV infection as a result of the introduction of effective antiretroviral therapy (ART) over the past decades has generated a new awareness of the impact of HIV infection on the development of other chronic diseases such as cardiovascular disease (CVD). Over the past two decades, the global burdens of HIV-associated CVD have tripled, and the morbidity and mortality from CVD pose serious challenges to HIV patients [1, 2]. It has been reported that HIV infection increases the risk of CVD by 61% as compared with healthy, HIV-naïve individuals [3]. A recent study of over 400,000 adults confirmed that HIV patients continue to be exposed to a higher risk of atherosclerotic CVD as compared to their counterparts without HIV [4]. A meta-analysis of many clinical studies revealed HIV patients with or without ART have a higher prevalence of atherosclerotic CVD as compared with the control population [3]. Several clinical studies also concluded that HIV infection is sufficient to aggravate atherosclerosis in the absence of ART or detectable viremia, or manifest immunodeficiency [5, 6].

Although extensive clinical studies have demonstrated exacerbated atherosclerosis development in HIV-infected patients, the cellular and molecular mechanisms of HIV-mediated atherogenesis remain poorly understood. The HIV encoded protein transactivator of transcription (Tat) is an early viral protein that stimulates transcription and is required for HIV replication [7, 8]. Tat proteins can be secreted into the extracellular microenvironment by HIV-infected T-cells and monocyte/macrophages [9, 10]. Tat can be detected in the serum of HIV patients, even with ART [9, 11]. Several studies have implicated the pro-atherogenic effects of Tat. For example, Tat has been shown to markedly decrease endothelium-dependent vasorelaxation and endothelial nitric oxide synthase production in porcine coronary arteries [8]. Aortic endothelial dysfunction and increased arterial stiffness, a surrogate marker of vascular risk [12], have been observed in transgenic mice expressing HIV viral proteins, including Tat [13]. Tat has also been shown to increase the adhesion of monocytes and T-cells to the endothelium in vitro and in vivo [14], and to promote cytokine production in monocytes/macrophages [15–17]. However, it has not been studied whether Tat can directly affect the development of atherosclerosis in appropriate animal models.

In addition to traditional risk factors, HIV-accelerated persistent immune activation and inflammation have been implicated as main factors promoting atherosclerosis [18, 19]. Inflammatory responses are the driving force of atherosclerosis development [20, 21], and many inflammatory pathways that contribute to atherogenesis are regulated by the transcription factor NF-κB, a master regulator of the innate and adaptive immune responses [22, 23, 21]. Canonical or classical NF-κB activation is regulated by IκB kinase (IKK) β, the predominant catalytic subunit of the IKK complex that mediates phosphorylation and degradation of the inhibitors of NF-κB (IκBs) [24, 21, 25]. We and others have previously revealed the important functions of IKKβ in regulating atherosclerosis and metabolic disorders [21, 26–31]. For example, deficiency of myeloid IKKβ has been shown to reduce macrophage inflammatory responses and to decrease diet-induced atherosclerosis in LDLR^−/−^ mice [26]. Deletion of IKKβ in smooth muscle cells protected LDLR^−/−^ mice from diet-induced vascular inflammation and atherosclerosis [21]. Overexpression of IKKβ in the liver can aggravate atherosclerosis development in APOE*3-Leiden mice [31]. More recently, we also found that IKKβ signaling in adipocytes can also affect the evolution of atherosclerosis plaque vulnerability in obese LDLR^−/−^ mice [29]. These studies demonstrated the important and complex functions of IKKβ signaling in atherogenesis.

Macrophages are the major inflammatory cells involved in the progression of atherosclerosis, and macrophage accumulation within the vascular wall is a hallmark of atherosclerosis [32, 33]. In addition to T cells, HIV also infects macrophages, which can remain chronically infected or activated even with ART [2, 34]. Transcriptome analysis also revealed elevated proinflammatory gene expression in monocytes and macrophages of HIV patients [34, 35]. HIV Tat has been demonstrated to activate NF-κB and induce the production of proinflammatory cytokines in monocytes and macrophages [16, 36]. However, it is not clear whether Tat can affect macrophage functions to regulate atherogenesis. In the present study, we used a myeloid-specific IKKβ-deficient LDLR^−/−^ mouse model to investigate the impact of HIV protein Tat on macrophage functions and atherosclerosis development. We demonstrate, for the first time to our knowledge, that exposure to Tat increased atherosclerosis in LDLR^−/−^ mice. Deficiency of myeloid IKKβ protected mice from Tat-induced atherosclerosis, most likely due to amelioration of Tat-elicited macrophage dysfunction.

## Materials and Methods

### Recombinant HIV protein Tat preparation

Recombinant HIV protein Tat was prepared as previously described [37, 38]. Tat is encoded by a gene consisting of two exons. The first exon contributes to the initial 72 amino acids and the second exon forms the remaining 14 to 32 amino acids. The functions of transactivation, neurotoxicity, and immune activation are all present within the first 72 amino acids formed by the first exon. Therefore, Tat_1–72_ was employed in the current study and prepared as described previously [37, 38]. Recombinant Tat_1–72_ was expressed as a fusion protein using an *Escherichia coli* vector after the induction of isopropyl β-D-1-thiogalactopyranoside (IPTG) (#2364, NIH AIDS Reagent Program, Germantown, MD). The control “placebo” solution was generated under the same condition as that of Tat proteins except for the induction of IPTG. Tat_1–72_ was purified by glutathione S-transferase-affinity chromatography (Glutathione Sepharose 4B, GE healthcare, Piscataway, NJ) and cleaved from the fusion protein by thrombin protease (GE healthcare, Piscataway, NJ). The Tat protein was >98% pure as determined by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) followed by Coomassie blue staining (Supplemental Figure 1A). The purified product was further confirmed by Western blot analysis using Anti-HIV Tat Monoclonal antibodies (#1974, NIH AIDS Reagent Program, Germantown, MD) (Supplemental Figure 1B). The endotoxin was removed using an EndoTrap HD (Bio Vendor, Asheville, NC) and determined below the detection limit (<0.05 EU/μg) by E-TOXATE Kit (MilliporeSigma, Burlington, MA).

### Animals

C57BL/6J wild-type (WT) mice were purchased from The Jackson Laboratory (Bar Harbor, ME). Myeloid-specific IKKβ knockout (IKKβ^ΔMye^) mice on C57BL/6J background were generated by crossing mice carrying loxP-flanked IKKβ alleles (IKKβ^F/F^) with LysM-Cre transgenic mice [39], as previously described [26]. To increase susceptibility to atherosclerotic lesion development, the IKKβ^ΔMye^ mice were crossed to LDLR^−/−^ mice (Jackson Laboratories) to generate IKKβ^ΔMye^LDLR^−/−^ and IKKβ^F/F^LDLR^−/−^ mice [26]. All experimental mice had IKKβ^F/F^LDLR^−/−^ double-mutant background, and IKKβ^ΔMye^LDLR^−/−^ mice carried heterozygous knock-in for LysM-Cre. All experimental mice used in this study were male, partially due to the known crosstalk between NF-κB and estrogen signaling [40, 41]. However, the authors are aware of the fact that studying a single sex has limitations since sex differences have been widely reported in mouse atherosclerosis studies [42].

For the Tat treatment, 8-week-old male C57BL/6J mice on chow diet were intravenously injected with HIV protein Tat (250 or 1000 ng/mice), PBS (Control), or Placebo solution (with all the same components except for the Tat proteins) every other day for 2 weeks. For the atherosclerosis study, 6-week-old experimental male IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ littermates on a low-fat and low-cholesterol semi-synthetic AIN76a diet [43, 44] were intravenously injected with HIV protein Tat 1000 ng/mice twice/week for 12 weeks until euthanasia at 18 weeks of age. Body composition was measured by EchoMRI (Echo Medical System), and intraperitoneal glucose tolerance test (GTT) was performed as previously described [21, 45]. On the day of euthanasia, mice were fasted for 6 hours following the dark cycle (feeding cycle), and blood and tissues were then collected as described previously [29, 26, 46]. Plasma total cholesterol and triglyceride concentrations were determined enzymatically by colorimetric methods as described previously [47, 48]. All animals were housed in a pathogen-free environment with a 12 hour light-dark cycle under an approved protocol.

### Atherosclerotic lesion analysis

The atherosclerotic lesions were quantified as previously described [45, 26]. To quantify the lesion areas at the aortic root, Optimal Cutting Temperature (OCT)-compound-embedded hearts were sectioned at a 12 μm thickness keeping all the three valves of the aortic root in the same plane, and stained with Oil red O as described before [45, 26]. To quantify atherosclerotic lesions at the brachiocephalic artery (BCA), the OCT-embedded brachiocephalic arteries were sectioned from distal to proximal at a thickness of 10 μm. Atherosclerotic lesions lumenal to the internal elastic lamina were quantified in three equidistant oil red O-stained sections 200, 400 and 600 μm proximal from the branching point of the brachiocephalic artery into the carotid and subclavian arteries [45, 26].

### Atherosclerotic plaque morphological histomorphometric analysis

Atherosclerotic plaques at the aortic root were sectioned, as described previously [26, 45]. Plaque morphological histomorphometric characters were analyzed by hematoxylin and eosin staining [46, 29]. Plaque composition of lipid-rich cores, collagen, SMCs, and macrophage contents were analyzed by Oil Red O staining, trichrome staining, immunofluorescence staining for α-smooth muscle actin (αSMA) and CD68, respectively. Plaque stability was evaluated by comparing the ratios of the plaque components mentioned above with the entire plaques. The histological plaque stability score was also calculated, as described previously, following the following formula: (plaque stability score) = (SMC area + collagen area) / (macrophage area + lipid area) [49, 29].

### Macrophage isolation and function assays

Macrophages were isolated as previously described [26, 46]. Bone marrow-derived macrophages (BMMs) were isolated from the femurs of mice and cultured in DMEM medium supplemented with 10 ng/mL recombinant mouse macrophage colony-stimulating factor (Invitrogen, Waltham, MA) for 7 days before the experiment. Peritoneal macrophages (PMs) were harvested from each genotype by peritoneal lavage with PBS after 12-week intravenous injection of HIV protein Tat (1000 ng/mice twice/week). For adhesion assays, calcein acetoxymethyl-labeled PMs were incubated with primary porcine endothelial cells. The attached cells were fixed and counted under the microscope [26, 46]. Migration assays were performed using transwells with 8.0 μm pore polycarbonate membrane inserts (Corning Inc., Corning, NY). Macrophages in serum-free media were seeded on the transwell filters (top chambers), and the lower chambers were filled with the complete media including 10% serum as a chemoattractant [45]. After 16 hours, the cells were removed from the upper surface of the insert using Q-Tips. The membranes were fixed with 1% glutaraldehyde (MilliporeSigma, St. Louis, MO), stained with hematoxylin (Leica, Wetzlar, Germany), and mounted on the slides using glycerol gelatin (MilliporeSigma, St. Louis, MO). Hematoxylin-stained cells were counted under the microscope.

### RNA Isolation and Quantitative Real-Time PCR Analysis (QPCR)

Total RNA was isolated from mouse tissues or cells using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA), and QPCR was performed using gene-specific primers and the SYBR Green PCR kit (Bio-Rad Laboratories, Hercules, CA) as previously described [45]. The sequences of primer sets used in this study are listed in Supplemental Table 1.

### RNA sequencing and data analysis

PMs were isolated from IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice 4 days after the peritoneal injection of 1 mL 3% thioglycollate. Cells were attached to cell culture plates for 4 hours and were then treated with PBS (Control) or HIV protein Tat (100 nM) for 12 hours. Total RNA was extracted, and RNA integrity was confirmed using a dual Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). The creation of cDNA libraries and sequencing were performed using the Illumina standard operation pipeline as previously described [50, 51, 45]. For data analysis, we applied the *Salmon* tool [52] to quantify the mRNA expression from the raw sequencing data, using the *Ensembl* [53] mouse gene annotation (GRCm38). Transcript per million reads (*TPM*) was used as the unit of mouse gene expression level. We then used the *edgeR* algorithm [54] to compare the groupwise transcriptomic pattern. We also applied the *TMM* algorithm implemented in the *edgeR* package to perform reads count normalization and effective library size estimation. Group-wise differential expression was estimated by the likelihood ratio test included in the *edgeR* package. The genes with a false discovery rate (*FDR*) < 1% and fold change (*FC*) >3 were deemed differentially expressed. All RNAseq datasets have been deposited in the Gene Expression Omnibus (GSE157833). We further performed gene ontology analysis upon the differentially expressed genes using the definition from the Gene Ontology (GO) [55] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [56] projects. For each GO Biological Process term or KEGG pathway, we computed a geneset score, using the Functional Analysis of Individual Microarray Expression (*FAIME*) algorithm [57]. Briefly, FAIME computes geneset scores using rank-weighted gene expression data of individual samples, which converts each sample’s genome-wide gene expression profile into molecular mechanisms [57]. A higher geneset score indicates higher overall expression of a given GO term or KEGG pathway.

### Western blotting

Western blotting was performed as previously described [47, 48]. Briefly, the cells or tissues were homogenized with Bullet Blender (Next Advance, Averill Park, NY) in 0.5 mL of ice-cold lysis buffer (Cell Signaling Technology, Danvers, MA) containing protease inhibitor cocktails (Roche, Basel, Switzerland). After homogenization, lysates were centrifuged at 16,000 × g for 15 min at 4 °C to collect the supernatant. Protein concentrations were measured using a BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA). Proteins were resolved on SDS-PAGE, and then electro-transferred onto nitrocellulose membrane. The membrane was blocked in phosphate buffered saline solution with 0.05% Tween 20 (PBST, pH 7.4) containing 5 % non-fat dry milk (Bio-Rad Laboratories, Hercules, CA) for 1 hour, and then incubated with anti-IKKβ antibodies (1:500, Cell signaling Technology, Danvers, MA) in PBST containing 5% BSA at 4°C overnight. After the incubation, the membrane was washed four times with PBST, and incubated with HRP-conjugated secondary antibodies (1:2000; MilliporeSigma, St. Louis, MO) in PBST with 5 % non-fat dry milk for 1 hour at room temperature. After subsequent washing in PBST 3 times, the membrane was washed once in PBS and developed using Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific, Waltham, MA) followed by exposure to CL-XPosure films (Thermo Fisher Scientific, Waltham, MA) for visualization of protein bands.

### Immunohistochemistry

Immunohistochemistry was performed on 12-μm sections of aortic roots freshly embedded in OCT. The slides were fixed in ice-cold acetone for 15 min and permeabilized with PBS + 0.1% Triton X-100 (PBST) for 15 min and blocked with PBST containing 5% BSA (MilliporeSigma, St. Louis, MO) for 1 hour at room temperature. The sections were then incubated with antibodies against CD68 antibody (1:100; Bio-Rad Laboratories, Hercules, CA), interleukin 6 (IL-6, 1:100; Bio-Rad Laboratories, Hercules, CA), αSMA antibody (1:100; Abcam, Cambridge, United Kingdom), or tumor necrosis factor α (TNFα; 1:100; Abcam, Cambridge, United Kingdom) at 4°C overnight. The slides were rinsed with PBS and incubated with corresponding secondary antibodies (1:500; Life Technologies, Carlsbad, CA). The nuclei were stained by mounting the slides with 4’, 6-diamidino-2-phenylindole (DAPI) medium (Vector Laboratories, Burlingame, CA). Images were acquired under a Nikon fluorescence microscope (Nikon, Melville, NY). For collagen staining, Masson’s Trichrome staining was performed following a previously published procedure [58].

### Statistical Analysis

All data except the high-throughput sequencing data are presented as the mean ± SEM. Individual pairwise comparisons were analyzed by two-sample, two-tailed Student’s t-test using GraphPad Prism unless otherwise noted. A p<0.05 was regarded as significant. Two-way ANOVA was performed when multiple comparisons were made followed by a Bonferroni multiple comparisons test. Sample numbers (n) are provided in the respective figure legends.

## Results

### HIV protein Tat elicits inflammatory responses in macrophages of wild type mice

Atherosclerosis is an inflammatory disease, and macrophages are one of the major cell types contributing to the atherosclerotic initiation and progression [32, 59]. To investigate the impact of recombinant HIV Tat proteins on macrophage inflammatory responses in vivo, WT mice were intravenously injected with PBS control, placebo solution, or Tat proteins at doses of 250 and 1000 ng every other day for 2 weeks. Peritoneal macrophages were then isolated and the mRNA levels of proinflammatory cytokines were measured. Consistent with previous in vitro studies [17, 16, 15], the expression levels of several key inflammatory cytokines, including IL-1β, IL-6, TNFα and monocyte chemotactic protein (MCP)-1, were significantly increased by Tat protein treatment in a dose-dependent manner (Figure 1A). Furthermore, exposure to HIV Tat proteins also increased the expression of adhesion molecules (Figure 1B) and chemokines (Figure 1C) in the macrophages of WT mice. There is no significant difference on the expression of those genes between placebo and PBS treatment. These results suggest that exposure to recombinant HIV protein Tat is sufficient to induce macrophage inflammatory responses in vivo.

### Deficiency of myeloid IKKβ does not affect the impact of HIV Tat exposure on metabolic phenotypes and plasma lipid profiles of LDLR^−/−^ mice

To study the functions of macrophage IKKβ in atherosclerosis, we previously generated LDLR^−/−^ mice with myeloid-specific IKKβ deficiency (IKKβ^ΔMye^LDLR^−/−^) mice by crossing IKKβ^ΔMye^ (LysM-Cre/IKKβ^F/F^) mice with LDLR^−/−^ mice [26]. As expected, the mRNA and protein levels of IKKβ were significantly decreased in PMs and BMMs but not in other major tissues of IKKβ^ΔMye^LDLR^−/−^ mice as compared with IKKβ^F/F^LDLR^−/−^ littermates (Supplementary Figure 2).

To determine whether IKKβ mediates the atherogenic effects of Tat proteins in vivo, 6-week-old male IKKβ^ΔMye^LDLR^−/−^ and IKKβ^F/F^LDLR^−/−^ littermates were treated intravenously with recombinant Tat proteins (1000 ng/mouse) twice a week for 12 weeks. All mice used in this study had IKKβ^F/F^LDLR^−/−^ double-mutant background, and IKKβ^ΔMye^LDLR^−/−^ mice also carried heterozygous knock-in for LysM-Cre. The mice were also fed a low-fat AIN76 diet containing 4.2% fat and 0.02% cholesterol, which has been successfully used in many studies to induce atherosclerosis in LDLR^−/−^ or ApoE^−/−^ mice without eliciting obesity and associated metabolic disorders [43, 60, 45].

Exposure to Tat proteins did not affect body weight and composition, including fat mass and lean mass of IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice (Supplementary Figure 3A). IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice also had similar fasting blood glucose levels, and glucose tolerance tests demonstrated that myeloid IKKβ-deficiency or Tat treatment did not alter glucose tolerance in IKKβ^ΔMye^LDLR^−/−^ mice (Supplementary Figure 3B). Next, we measured the plasma lipid levels and found that Tat treatment did not affect plasma cholesterol levels in IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice. While Tat treatment elevated plasma triglyceride levels in both IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice, deficiency of IKKβ did not affect the impact of Tat protein treatment on triglyceride levels (Supplementary Figure 3C).

### HIV protein Tat increases atherosclerosis in IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice

Although Tat treatment had similar effects on metabolic phenotypes and plasma lipid levels in IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice, quantification of cross-sectional lesion areas at the aortic root revealed that exposure to Tat proteins significantly increased the lesion sizes by 153.6% (Figure 2A, 190753.8 ± 39993.2μm^2^ vs. 75225.8 ± 7736.4μm^2^) in IKKβ^F/F^LDLR^−/−^ mice but not in IKKβ^ΔMye^LDLR^−/−^ mice (Figure 2A, 75521.4 ± 20915.9μm^2^ vs. 89259.0 ± 30370.9μm^2^). Consistently, Tat treatment also increased the lesional areas at the brachiocephalic artery (BCA) of IKKβ^F/F^LDLR^−/−^ mice by 320.2% (Figure 2B, 10448.8 ± 1746.0μm^2^ vs. 2486.6 ± 377.6μm^2^) but deficiency of myeloid IKKβ abolished the impact of Tat proteins on atherosclerosis development in the BCA of IKKβ^ΔMye^LDLR^−/−^ mice (Figure 2B, 4940.9 ± 1520.5μm^2^ vs. 3777.7 ± 997.4μm^2^). These results demonstrated that exposure to HIV protein Tat leads to increased atherosclerosis in LDLR^−/−^ mice, and that myeloid IKKβ signaling may contribute to Tat’s atherogenic effects in vivo.

### HIV protein Tat induces atherosclerotic lesional inflammation and plaque vulnerability in LDLR^−/−^ mice

We have previously demonstrated the important role of IKKβ in regulating atherosclerosis lesional inflammation [26, 21]. Immunofluorescence staining showed that the expression levels of several key proinflammatory proteins including IL-6, TNFα and MCP-1 were significantly increased in both atherosclerotic lesions and vessel walls by Tat treatment at the aortic root of IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice (Figure 3).

Enhanced inflammation may also lead to increased atherosclerotic plaque vulnerability, which was characterized by the combination of increased lipid-rich necrotic core size, decreased thickness of the fibrous cap, decreased plaque collagen and SMC content, and increased macrophage contents [29, 61, 49]. As expected, immunostaining for macrophage and SMC markers showed that macrophage content was increased (Figure 4A), but the SMC contents were decreased (Figure 4B) in the atherosclerotic lesions of IKKβ^F/F^LDLR^−/−^ mice after Tat treatment. Further, trichrome staining showed that exposure to Tat proteins also led to increased collagen contents in the atherosclerotic lesion of IKKβ^F/F^LDLR^−/−^ mice (Figure 4C). However, deficiency of myeloid IKKβ abolished the impact of Tat treatment on macrophages, SMC, and collagen contents in atherosclerotic lesions of IKKβ^ΔMye^LDLR^−/−^ mice (Figure 4, A–C). The contents of macrophages, SMCs, and collagens in the atherosclerotic lesions were quantified, and the histological plaque stability scores were calculated and confirmed that exposure to Tat protein led to significantly decreased plaque stability scores in IKKβ^F/F^LDLR^−/−^ mice but not in IKKβ^ΔMye^LDLR^−/−^ mice (Figure 4D). Collectively, HIV Tat exposure led to increased atherosclerotic lesional inflammation and plaque vulnerability in IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice.

### Deficiency of IKKβ ameliorates Tat-elicited macrophage dysfunction

IKKβ is required for the activation of canonical or classical NF-κB, which regulates many inflammatory signaling pathways that contribute to atherosclerosis initiation and progression. To determine the role of IKKβ in Tat regulated macrophage inflammatory responses, BMMs isolated from IKKβ^ΔMye^LDLR^−/−^ and IKKβ^F/F^LDLR^−/−^ mice were treated with Tat proteins. Tat-induced NF-κB subunit p65 translocation from cytoplasm to nucleus was inhibited in BMMs of IKKβ^ΔMye^LDLR^−/−^ mice (Figure 5A), which was confirmed by western blot analysis of nucleic NF-κB subunit p65 (Figure 5B). These results confirmed the important role of IKKβ in mediating HIV protein Tat-induced NF-κB activation in macrophages.

Atherosclerosis is an inflammatory disease and macrophages are the major inflammatory cells contributing to atherosclerotic lesion formation and progression[32, 62]. Gene profiling of freshly isolated PMs from control and Tat-treated IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ revealed that exposure to Tat induced the expression of key proinflammatory genes including IL-1β, IL-6, IL12b, TNFα, MCP-1 in macrophage IKKβ^F/F^LDLR^−/−^ mice. In addition, several chemokines and adhesion molecules including CCR2, CCR5, vascular cell adhesion molecule (VCAM)-1 and intercellular adhesion molecule (ICAM)-1 were also upregulated by Tat treatment in macrophages from IKKβ^F/F^LDLR^−/−^ mice. Consistently, deficiency of IKKβ in macrophages was able to abolish this induction (Figure 5C).

One of the earliest events in atherogenesis is the entry of monocytes, the precursors of macrophages, into the artery wall. Since HIV protein Tat can affect several NF-κB-regulated chemokines and adhesion molecules in macrophages of IKKβ^F/F^LDLR^−/−^ mice (Figure 5C), we next isolated PMs from control and Tat-treated IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice to investigate adhesion properties of those macrophages. Incubation of freshly isolated PMs with primary endothelial cells (ECs) showed that Tat treatment increased adhesion of control but not IKKβ-deficient macrophages to ECs (Figure 6A). We also examined the effects of Tat exposure on macrophage migration using a transwell assay. As shown in Figure 6B, treatment with Tat stimulated the migration of macrophages isolated from IKKβ^F/F^LDLR^−/−^ mice and this induction was abolished in macrophages from IKKβ^ΔMye^LDLR^−/−^ mice. Therefore, deficiency of IKKβ decreased HIV protein Tat-elicited macrophage adhesion and migration.

### HIV protein Tat affects the expression of many atherosclerosis-related genes in macrophages in vitro

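RNA-Seq was performed on thioglycollate-elicited peritoneal macrophages (PMs) in 3 groups. These were IKKβ F/F PMs given PBS (F/F PBS, n = 6 libraries), IKKβ F/F PMs given 100 nM Tat (F/F Tat, n = 6) and IKKβ ΔMye PMs given 100 nM Tat (ΔMye Tat, n = 5). The cells attached for 4 h and were treated for 12 h. The methods place the isolation 4 days after thioglycollate and the sample labels place it 3 days after. IKKβ ΔMye PMs given PBS are not analysed here, so no interaction of genotype and treatment could be fitted, and a difference between ΔMye Tat and F/F Tat can include a difference present before Tat. Ikbkb, the gene that encodes IKKβ (chromosome 8, 22659212 to 22706589 of GRCm38), was 24.5, 27.3, 26.4, 25.1, 30.1 and 27.2 TPM in the F/F PBS libraries. It was 25.4, 22.9, 22.8, 22.2, 21.6 and 24.5 TPM in the F/F Tat libraries and 19.9, 16.3, 15.6, 17.5 and 12.8 TPM in the ΔMye Tat libraries. The ΔMye Tat mean was 70.7% of the F/F Tat mean, a log2 fold change of -0.51 (standard error 0.08, adjusted p = 4.51e-05, limma), with no overlap between the groups (exact permutation test, two-sided, p = 0.00216, the smallest that these groups allow). The Cre recombinase deletes part of the gene, so a TPM over the whole gene is a weak check of the labels. Lyz2, the gene that carries the Cre, fell by 0.69 on the log2 scale (adjusted p = 1.32e-13, limma), and 32.8% of its 31-base sequences are shared with Lyz1, which rose by 1.03.

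The authors quantified the reads with Salmon on the Ensembl annotation of GRCm38, and the deposited values are TPM, a measure of transcript abundance normalized for transcript length and library total, listed by gene symbol in 21683 rows, of which 2 repeat a symbol. Their own comparison used TMM normalization and a likelihood ratio test in edgeR. TPM keep no number of reads, so the depth of each library is unknown and no counting interval can be given. The listed TPM summed to 889318 to 893709 (median 892908) in F/F PBS, 899401 to 903576 (median 902759) in F/F Tat and 895742 to 900572 (median 896626) in ΔMye Tat. Between 10228 and 10378 genes reached 1 TPM in F/F PBS libraries, 9260 to 9405 in F/F Tat libraries and 9449 to 9698 in ΔMye Tat libraries. Among genes at a mean of 100 TPM or more, the median coefficient of variation within a group was 4.41% in F/F PBS, 3.66% in F/F Tat and 4.43% in ΔMye Tat. The 10451 genes with at least 1 TPM in at least 5 of the 17 libraries were tested with limma on log2(TPM + 0.1), with the 3 groups in one fit (14 residual degrees of freedom). Genes were called at an adjusted p under 0.01 (Benjamini-Hochberg) and a fold change over 3, the study's thresholds. Across the tested genes the median log2 fold change was -0.65 for F/F Tat against F/F PBS, 0.22 for ΔMye Tat against F/F Tat and -0.43 for ΔMye Tat against F/F PBS. Values after median-ratio scaling, which divides each library by its median ratio to the geometric mean library, are therefore given beside those from the TPM as deposited. The scaled medians were -0.11, 0.02 and -0.09.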

To further understand the role of IKKβ signaling in mediating HIV protein Tat-regulated macrophage transcriptome related to atherogenesis, PMs were isolated from IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice and then treated with control and Tat proteins for RNA-Seq analysis. 

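In F/F macrophages, 2576 genes were called between Tat and PBS with limma, of which 545 were higher and 2031 (78.8%) lower with Tat. After median-ratio scaling the called genes numbered 1935, with 834 higher and 1101 (56.9%) lower. Of the alternative settings, leaving out the fold threshold moved these counts most, to 1774 higher and 7068 lower. With median-ratio scaling as well, 3495 were higher and 4380 lower. On the TPM as deposited, with each library left out in turn, 533 to 556 genes were called higher and 1941 to 2039 lower. The groups did not overlap in the TPM as deposited for 8114 genes (77.6%), where chance gives 0.216%. An exact Wilcoxon test with the same thresholds called 544 genes higher and 2007 lower.

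The paper's Supplemental Table 2 has 2640 rows, with 1185 genes higher and 1455 lower. Of its 2620 symbols that occur once, 2333 match a deposited symbol exactly and 1749 were tested. The direction was the paper's for 1744 of these (99.7%), and 1434 (82.0%) were called in that direction and 0 in the other by limma. Of the tested genes, 957 of the paper's 967 lower genes and 477 of its 782 higher genes were called. With median-ratio scaling 1627 (93.0%) were called, 912 of the lower and 715 of the higher genes. Across these genes, which are not independent replicates, the log2 fold changes correlated with the paper's (Pearson's r = 0.990, Spearman's rho = 0.980), and the median difference from the paper's was -0.61, or -0.08 with median-ratio scaling. The 5 symbols of opposite direction were Taf1, Asb1, Scd1, Cdk12 and Tgfb1, named after their values were seen. The table was read from PDF text, in which symbols can be misread, so these 5 are not shown to differ from the paper.

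The highest log2 fold changes among called genes at a mean of 10 TPM or more were those of Nos2, Edn1, Il6, Ptgs2 and Cxcl10. Nos2 (chromosome 11, 78920787 to 78960254 of GRCm38) rose from 0.771 ± 0.144 TPM (SD) to 897 ± 55.8 TPM, a log2 fold change of 10.02 (standard error 0.10, adjusted p = 1.83e-24, limma). The log2 fold change was 8.86 for Edn1, 8.14 for Ptgs2 and 7.97 for Cxcl10. Edn1 was at 0.398 TPM in F/F PBS, so its place depends on the pseudocount. With a pseudocount of 1 its value (7.27) was below those of Il6 (8.34), Ptgs2 (7.99), Cxcl10 (7.91) and Il1b (7.33). The lowest log2 fold changes under the same rule were those of Cd300lb, Tns1, Arhgap19, Thbd and Mtss1, whose order depends on the pseudocount. Cd300lb (chromosome 11, 114922781 to 114934386) fell from 76.0 ± 4.74 TPM to 1.27 ± 0.195 TPM, a log2 fold change of -5.81 (standard error 0.09, adjusted p = 1.22e-21, limma). The log2 fold change was -5.79 for Tns1, -5.67 for Arhgap19, -5.55 for Thbd and -5.33 for Mtss1. In F/F Tat these genes were at 0.389, 0.155, 0.219 and 0.528 TPM, so the size of their falls depends on the pseudocount. With a pseudocount of 1 the values were -4.19, -3.51, -3.67 and -4.08, and -5.09 for Cd300lb. All 10 genes had groups that did not overlap and kept their direction after scaling.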

GO analysis showed that Tat treatment significantly induced more than 2600 differentially expressed genes (DEGs) in macrophages of IKKβ^F/F^LDLR^−/−^ mice with a false discovery rate (*FDR*) of <1% and a fold change (*FC*) >3 as a cut-off threshold (Supplemental Table 2). In addition to the genes we checked by QPCR (e.g. IL-1β, IL-6, IL-12b, MCP-1, VCAM-1), many other known NF-κB target genes, including NLRP3, IL-1α, IL-12α, IL-17α, IL-23α, CCL5, and IFNγ, were also upregulated by Tat treatment in macrophages (Supplemental Table 2). 

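All 12 genes were called higher in F/F Tat than in F/F PBS with limma, at adjusted p of 6.29e-11 or less. The log2 fold changes were 3.10 or more for the genes other than Il17a, for which the size of the change is set by the pseudocount. Each was higher in all 6 Tat libraries than in all 6 PBS libraries. Il6 (chromosome 5, 30013114 to 30019981 of GRCm38) rose from 9.55 ± 1.24 TPM (SD, n = 6) to 3393 ± 180.3 TPM (n = 6), a log2 fold change of 8.47 (standard error 0.06, adjusted p = 3.41e-26, limma). Ccl2, which encodes MCP-1 (chromosome 11, 82035571 to 82037453), rose from 269.7 ± 26.4 TPM to 9673 ± 163 TPM. Vcam1 (chromosome 3, 116109949 to 116129688) rose from 3.25 ± 0.869 TPM to 49.4 ± 1.33 TPM. Nlrp3 (chromosome 11, 59541568 to 59566956) rose from 21.0 ± 2.42 TPM to 181 ± 14.8 TPM, the smallest log2 fold change (3.10) of the genes other than Il17a. The log2 fold change was 7.36 for Il1b, 7.19 for Il12a, 6.30 for Il1a, 6.19 for Ccl5, 5.24 for Il12b, 5.17 for Ccl2, 4.50 for Il23a and 3.92 for Vcam1. Ifng rose from 0.862 ± 0.471 TPM to 56.1 ± 3.90 TPM, and 22.6% of its 31-base sequences are shared with the overlapping transcript Gm49751. Il17a was listed at 0 in all 6 F/F PBS libraries and at 20.8 ± 3.51 TPM in F/F Tat, so no fold change is given for it. Il23a was at 0.156 ± 0.146 TPM in F/F PBS, where its fold change depends on the pseudocount: the log2 value was 2.35 with a pseudocount of 1.

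In ΔMye Tat the 12 genes went different ways. Against F/F Tat, at an adjusted p under 0.01 without the fold threshold, 6 were lower, 2 higher and 4 neither, and after median-ratio scaling 8 were lower, 2 higher and 2 neither. Il6 fell by 1.45 on the log2 scale to 1244 ± 26.8 TPM (n = 5, adjusted p = 1.46e-12, limma), and Ccl2 fell by 1.03 to 4752 ± 122 TPM. Il12a fell by 0.68, Il1a by 0.56 and Il1b by 0.17, although Il1b was 0.03 higher with quantile normalization. Il17a fell to 0.459 ± 0.370 TPM and was the 1 gene of the 12 past the fold threshold on the TPM as deposited. With median-ratio scaling Il6 (a log2 difference of -1.65, adjusted p = 1.24e-12, limma) passed it too. Il12b was higher in ΔMye Tat by 0.70 (adjusted p = 8.25e-09, limma) and Vcam1 by 0.61 (adjusted p = 3.10e-04). The differences of Nlrp3 (-0.06), Il23a (-0.66), Ccl5 (-0.09) and Ifng (0.62) had adjusted p of 0.573, 0.0938, 0.0901 and 0.0733 with limma. Exact permutation tests gave unadjusted p of 0.608, 0.00866, 0.0498 and 0.00216. The Tat groups did not overlap for Ifng, at 79.4 to 96.4 TPM in ΔMye Tat and 50.7 to 60.0 TPM in F/F Tat. Scaling brought Nlrp3 to -0.27 (adjusted p = 0.00630, limma) and Ccl5 to -0.30 (adjusted p = 1.76e-04). Over the alternatives that keep all libraries the adjusted p ranged from 0.00630 to 0.773 for Nlrp3 and from 2.03e-09 to 0.160 for Ccl5. Without ΔMye library 23 the Nlrp3 difference was 0.03 (adjusted p = 0.798, limma), and without F/F PBS library 2 the adjusted p of Ifng was 0.00185 (limma). With a pseudocount of 0.5 or 1 the adjusted p of Ifng was 0.00700 and 6.13e-04 and that of Il23a 0.00333 and 8.72e-04, in ranges over the alternatives that keep all libraries of 1.12e-06 to 0.249 for Ifng and 8.72e-04 to 0.154 for Il23a.

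**Figure D1:**
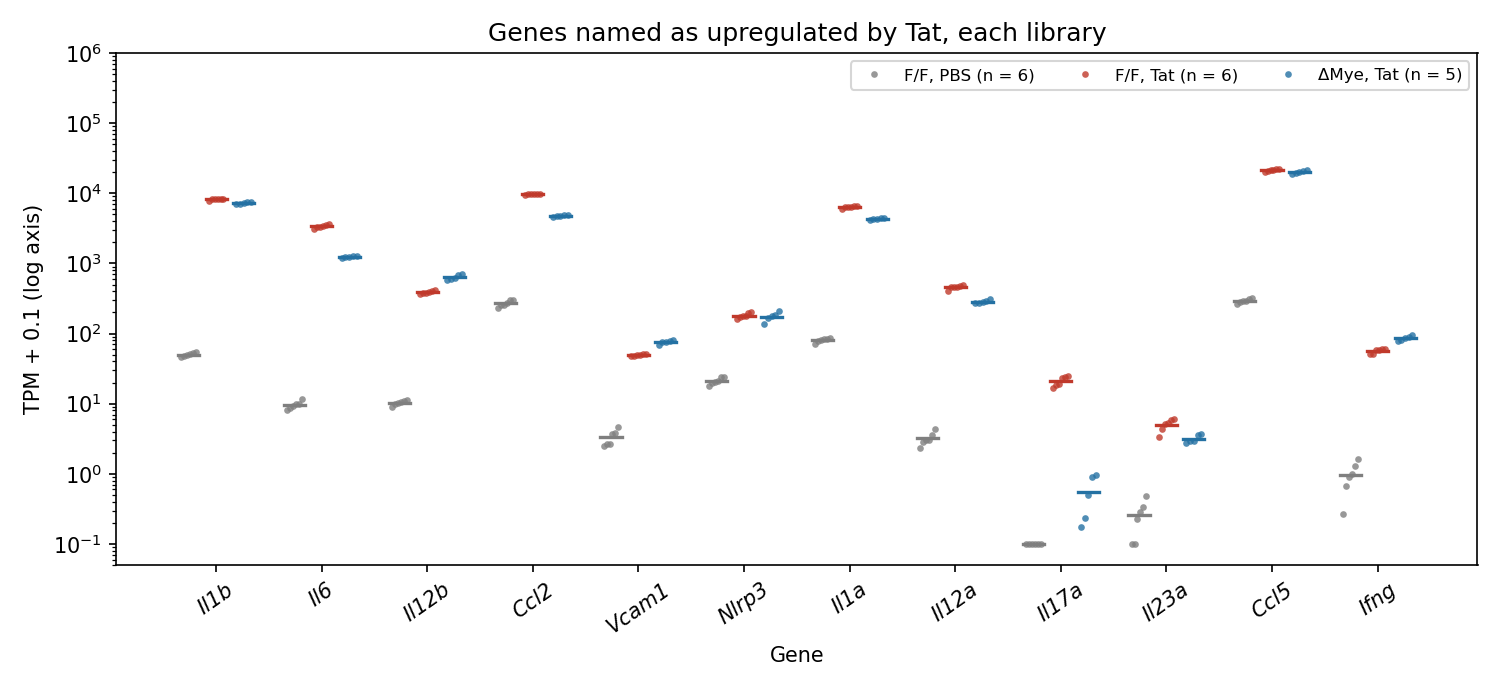
TPM plus 0.1 (log axis) of the 12 genes in each library, with a bar at each group mean, for F/F PBS (n = 6), F/F Tat (n = 6) and ΔMye Tat (n = 5). Il6 and Ccl2 lie lower in ΔMye Tat than in F/F Tat while Il12b and Vcam1 lie higher, and both Tat groups lie above F/F PBS.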

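GO terms are not used here. In their place, 14 sets were written down before the data were examined, most of them gene families defined by symbol. How many members of each set were called higher with Tat was tested with Fisher's exact test (two-sided, adjusted over the 14 sets), a test chosen after the called genes were seen. The background was the 10451 tested genes, of which 5.21% were called higher and 19.4% lower. Among interferon-induced genes, 26 of 30 (86.7%) were called higher (adjusted p = 7.89e-29, Fisher's exact test). The interleukins had 16 of 17 (94.1%, adjusted p = 2.75e-19, Fisher's exact test) and the chemokines 15 of 24 (62.5%, adjusted p = 1.88e-13). A list of 20 genes of the NF-κB pathway had 10 called higher (adjusted p = 5.52e-08, Fisher's exact test). Of 25 adhesion molecules, 5 (20.0%) were called higher (adjusted p = 0.0148) and 3 (12.0%) lower (adjusted p = 0.529, both by Fisher's exact test). Interleukin receptors, with 3 of 25 called higher (adjusted p = 0.177), and chemokine receptors, with 1 of 8 (adjusted p = 0.349), were not enriched by Fisher's exact test. No ribosomal protein gene among 77 was called in either direction (limma), although 70 were lower and 2 higher at an adjusted p under 0.01, and after median-ratio scaling 9 were lower and 21 higher.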

As expected, those DEGs were enriched in several biological processes that may contribute to atherogenesis including immune system process, inflammatory response, and positive regulation of cell adhesion (Figure 7A). 

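The FAIME weights and the GO membership are not used here. A rank score was computed in each library as the mean rank percentile of a set's genes minus that of the other tested genes. A gene already near the top rank can change in TPM with little change in this score. Groups were compared by exact two-sided permutation tests, adjusted over the 42 tests of 14 sets and 3 comparisons. Against F/F PBS, 12 sets scored higher and 2 lower in F/F Tat at an adjusted p under 0.05. The score of the interferon-induced genes was 14.2 ± 0.62 percentile points (SD, n = 6) in F/F PBS and 37.4 ± 0.274 (n = 6) in F/F Tat (exact p = 0.00216, adjusted p = 0.00284, the smallest that these tests gave). The NF-κB list scored 26.4 ± 0.349 and 38.9 ± 0.146, and the adhesion molecules 2.25 ± 0.537 and 11.0 ± 0.251, both with the same p. The groups did not overlap for any of these 3 sets. Proteasome subunits rose by 1.35 points. The 2 sets with lower scores were the subunits of respiratory chain complex I (-6.65 points) and the ribosomal proteins (-0.69 points, adjusted p = 0.00779, exact permutation test), and the median log2 fold change of the ribosomal proteins changed sign with scaling, from -0.48 to 0.07.

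Of the NF-κB list, 18 genes were higher and 1 lower with Tat at an adjusted p under 0.01, with the same counts adjusted over the list alone. The interferon-induced genes had 29 higher and 1 lower, and the adhesion molecules 12 higher and 11 lower, again with the same counts adjusted over the list alone. Limma's camera with its preset correlation found 11 sets up and 2 down with Tat, and an estimated correlation left 6 up and 0 down, with the NF-κB list (adjusted p = 0.00856) and the interferon-induced genes (adjusted p = 7.51e-04) still up and the adhesion molecules no longer so (adjusted p = 0.304). Fry found 10 sets up and 3 down, with an adjusted p of 0.264 for the adhesion molecules. After median-ratio scaling, a setting added after the data were examined, fry found 13 sets up and 1 down, with the adhesion molecules up (adjusted p = 6.97e-14, limma), while camera gave them an adjusted p of 0.0658.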

FAIME analysis demonstrated higher geneset scores of those GO terms in the Tat-treated macrophages from IKKβ^F/F^LDLR^−/−^ mice compared with the controls (Figure 7B). As expected, IKKβ deletion resulted in reduced geneset scores in the macrophages of IKKβ^ΔMye^LDLR^−/−^ treated with Tat proteins (Figure 7B). For example, IKKβ ablation suppressed the Tat-induced geneset scores of IKK/NF-κB signaling, inflammatory response, and positive regulation of cell adhesion in the IKKβ-deficient macrophages (Figure 7B). In addition to GO analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was also performed (Supplementary Figure 4). 

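Against F/F Tat, 10 of the 14 sets scored lower in ΔMye Tat, 1 scored higher and 3 did not differ at an adjusted p under 0.05 (exact permutation tests). The interferon-induced genes scored 35.6 ± 0.214 points (SD, n = 5), or -1.71 points against F/F Tat (exact p = 0.00216, adjusted p = 0.00284), which is 7.39% of their rise with Tat. Their median log2 fold change was -0.42, and 23 genes of the set were lower and 2 higher at an adjusted p under 0.01, with the same counts adjusted over the list alone. The set with a higher score was respiratory chain complex I (1.78 points), whose score had fallen with Tat. Chemokines (-0.66 points, exact p = 0.301), ribosomal proteins (0.18 points, exact p = 0.450) and proteasome subunits (-0.06 points, exact p = 0.755) did not differ in rank score. The chemokines were down by camera (adjusted p = 2.01e-04, limma), by fry (adjusted p = 1.23e-05) and by fry after scaling (adjusted p = 3.56e-07). Ribosomal proteins and proteasome subunits were up by fry and down by fry after scaling. Without ΔMye library 21 the ribosomal proteins were higher by 0.385 points (exact permutation test, adjusted p = 0.0167). Camera found 8 sets down and 1 up in ΔMye Tat, and with an estimated correlation 3 stayed down, namely interleukins, interferon-induced genes and the HIF-1 and glycolysis list. Fry found 4 down and 4 up on the TPM as deposited, and 12 down and 1 up after median-ratio scaling.

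**Figure D2:**
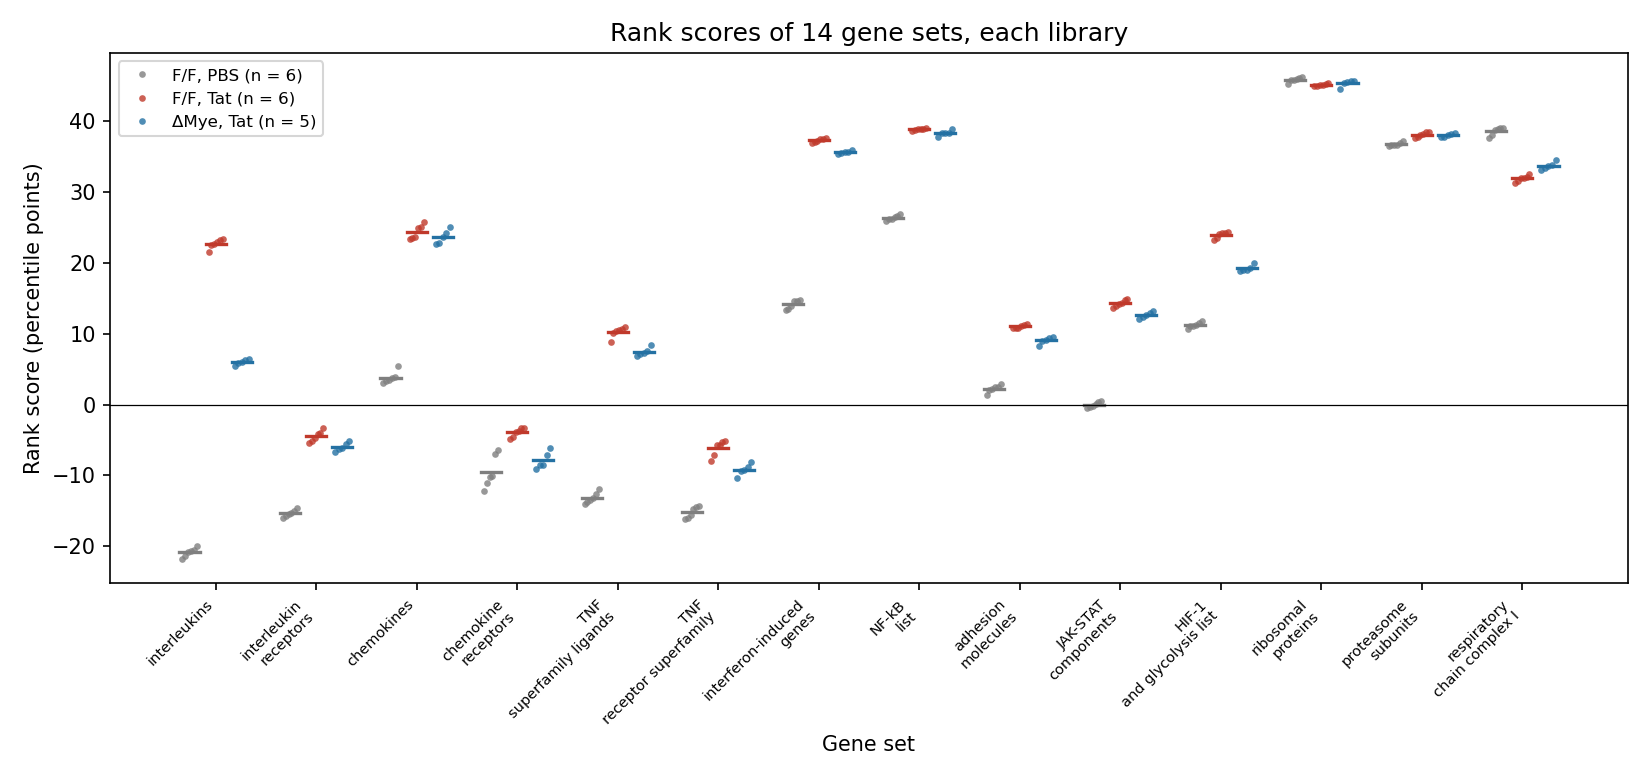
Rank score in percentile points of each of the 14 sets in each library, with a bar at each group mean, for F/F PBS (n = 6), F/F Tat (n = 6) and ΔMye Tat (n = 5). For interferon-induced genes the group means are 14.2, 37.4 and 35.6 points, so the ΔMye Tat libraries lie nearer to F/F Tat than to F/F PBS.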

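The NF-κB list scored 38.4 ± 0.433 points (SD, n = 5) in ΔMye Tat, -0.53 points against F/F Tat (exact permutation test, p = 0.0152, adjusted p = 0.0172). The groups overlapped, and the change amounted to 4.22% of the rise of the score with Tat, a share that need not hold for the TPM of the list. Of its 20 genes, 6 were lower and 3 higher in ΔMye Tat at an adjusted p under 0.01, with the same counts adjusted over the list alone. The 6 lower genes were Nfkb2 (-0.25), Nfkbib (-0.33), Nfkbiz (-0.42), Bcl3 (-0.31), Tnfaip3 (-0.52) and Traf1 (-0.29). Tnfaip3 (chromosome 10, 19000910 to 19015657 of GRCm38) was at 47.5 ± 2.02 TPM in F/F PBS, 387 ± 14.2 TPM in F/F Tat and 271 ± 32.8 TPM in ΔMye Tat (adjusted p = 5.90e-07, limma). The 3 higher genes were Nfkbie (0.19), Ikbke (0.21) and Chuk (0.41). After scaling 10 genes were lower and Chuk alone was higher, with Nfkbie at -0.02 and Ikbke at 0.00. The adjusted p of Ikbke rose over 0.01 without F/F Tat library 10, ΔMye library 19 or ΔMye library 22, to 0.0121, 0.0168 and 0.0138. Without ΔMye library 23, Rela (0.14) and Relb (0.15) were also higher at an adjusted p under 0.01, and without ΔMye library 19, Ikbkg (-0.23) was also lower. The median log2 fold change of the list was 0.03, or -0.19 relative to the median tested gene, and the mean was -0.05. Camera placed the list down on the TPM as deposited (adjusted p = 0.00494, limma) and after scaling (adjusted p = 2.75e-05). Fry gave an adjusted p of 0.241 on the TPM as deposited and placed the list down after scaling (adjusted p = 1.77e-11, limma). Bcl2a1b shares 88.8% of its 31-base sequences with its copies, Birc3 11.3% and Cflar 9.26%, so their TPM are uncertain.

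The adhesion molecules scored 9.08 ± 0.512 points in ΔMye Tat, -1.96 points against F/F Tat (exact permutation test, p = 0.00216, adjusted p = 0.00284), with no overlap, which is 22.3% of the rise with Tat. Measures of this set differed in sign. Its median log2 fold change was 0.19, or -0.04 relative to the median tested gene, 13 genes were higher and 5 lower at an adjusted p under 0.01, with the same counts adjusted over the list alone, and fry placed the set up (adjusted p = 3.22e-05, limma). After scaling the median was -0.01, with 9 genes higher and 6 lower, and fry still placed the set up (adjusted p = 0.00859, limma). Camera gave an adjusted p of 0.801 on the TPM as deposited and 0.590 after scaling.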

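KEGG pathways are not used here, and the sets nearest to those pathways were scored. The interleukins scored -20.9 ± 0.633 points (SD, n = 6) in F/F PBS and 22.7 ± 0.673 (n = 6) in F/F Tat. The chemokines scored 3.81 ± 0.844 and 24.4 ± 0.972, and the ligands of the TNF superfamily -13.1 ± 0.796 and 10.3 ± 0.733. The receptors of the TNF superfamily scored -15.2 ± 0.805 and -6.15 ± 1.17, and the interleukin receptors -15.3 ± 0.526 and -4.43 ± 0.80. JAK-STAT components scored -0.0282 ± 0.382 and 14.3 ± 0.491, and the HIF-1 and glycolysis list 11.3 ± 0.390 and 24.0 ± 0.446. Each of these differences had an exact permutation p of 0.00216 (adjusted p = 0.00284), with all 6 Tat libraries above all 6 PBS libraries. Chemokine receptors rose by 5.55 points, but by 0.85 points with no filter on low TPM (exact permutation test, adjusted p = 0.0981). Their median log2 fold change was 0.16, their mean was -0.14 and fry placed them down (adjusted p = 6.97e-05, limma), so measures of this set differ in sign. After median-ratio scaling the median was 0.66 and fry placed them up (adjusted p = 0.00318). By gene, 16 interleukins were higher and 1 lower at an adjusted p under 0.01, and the chemokines had 18 higher and 4 lower. JAK-STAT components had 10 higher and 6 lower, and the HIF-1 and glycolysis list 11 higher and 8 lower. Interleukin receptors had 12 higher and 7 lower, chemokine receptors 3 higher and 2 lower, TNF superfamily ligands 7 higher and 3 lower and its receptors 9 higher and 4 lower. All these counts were the same when adjusted over the list alone. After scaling, JAK-STAT components had 17 higher and 4 lower, the HIF-1 and glycolysis list 13 and 6, interleukin receptors 16 and 3, interleukins 16 and 1, chemokines 18 and 3, chemokine receptors 5 and 2, TNF superfamily ligands 7 and 2 and its receptors 11 and 2. Relative to the median tested gene, the median log2 fold change was 6.74 for interleukins, 4.80 for chemokines and 2.53 for TNF superfamily ligands. It was 0.76 for JAK-STAT components and 0.90 for the HIF-1 and glycolysis list. The interleukin median equals the log2 fold change of Il17f (6.09), which was at 0.0492 TPM in F/F PBS. The size of the interleukin value is therefore set by the pseudocount.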

We found that Tat treatment can affect several other pathways including cytokine-cytokine receptor interaction, TNF signaling pathway, HIF-1 signaling pathway and Jak-STAT signaling pathway that may also be associated with HIV Tat-induced atherosclerosis (Supplementary Figure 4A). Similar, *FAIME* analysis showed that deficiency of IKKβ could reduce the geneset scores of those signaling pathways elevated by Tat treatment in control macrophages (Supplementary Figure 4B). 

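In ΔMye Tat the interleukins scored 6.05 ± 0.379 points (SD, n = 5), a change of -16.7 points and 38.3% of their rise with Tat (exact permutation test, p = 0.00216, adjusted p = 0.00284). Of 17 interleukin genes, 14 were lower and 2 higher than in F/F Tat at an adjusted p under 0.01, with the same counts adjusted over the list alone. The HIF-1 and glycolysis list scored 19.3 ± 0.465 points, a change of -4.69 points and 36.9% of its rise, with 12 genes lower and 2 higher, or 13 lower and 2 higher adjusted over the list alone. The receptors of the TNF superfamily changed by -3.06 points (33.7% of the rise) and its ligands by -2.78 points (11.9%), each with an exact p of 0.00433 (adjusted p = 0.00535). JAK-STAT components changed by -1.66 points (11.6%, exact p = 0.00216, adjusted p = 0.00284) and interleukin receptors by -1.51 points (13.9%, exact p = 0.0108, adjusted p = 0.0126). By gene, at an adjusted p under 0.01, chemokines had 6 higher and 9 lower, chemokine receptors 1 higher and 2 lower, TNF superfamily ligands 5 higher and 3 lower and its receptors 3 higher and 4 lower. Interleukin receptors had 5 higher and 5 lower, and these counts were the same when adjusted over the list alone. JAK-STAT components had 5 higher and 3 lower, or 4 higher and 3 lower adjusted over the list alone. Median-ratio scaling turned this to 0 higher and 8 lower for JAK-STAT components, and gave 5 higher and 9 lower for interleukin receptors, 3 and 8 for TNF superfamily receptors, 4 and 10 for chemokines, 1 and 5 for chemokine receptors and 4 and 3 for TNF superfamily ligands. Chemokines lost 3.22% of their rise in rank score, a share that need not hold for their TPM. Camera with its preset correlation (adjusted p = 2.01e-04, limma) and fry (adjusted p = 1.23e-05, limma) placed the chemokines down. Chemokine receptors changed by -3.97 points, 71.5% of a rise of 5.55 points and the largest share among the sets, but with no filter on low TPM they changed by 0.34 points (exact permutation test, adjusted p = 0.612).

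For several of these sets the measures differed in sign. The median log2 fold change was 0.06 for JAK-STAT components, 0.06 for interleukin receptors, 0.24 for TNF superfamily ligands and 0.02 for chemokines. Relative to the median tested gene these medians were -0.16, -0.16, 0.02 and -0.20. The mean was -0.03 for TNF superfamily ligands and -0.15 for chemokines. The receptors of the TNF superfamily had a median of -0.06 and a mean of 0.05. For the interleukins the median was -0.88 and the mean -1.65, and for the HIF-1 and glycolysis list -0.42 and -0.38, each below 0 with scaling too (-1.08 and -0.62 for the medians).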

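Of the 545 genes called higher with Tat in F/F macrophages, 304 were lower in ΔMye Tat than in F/F Tat at an adjusted p under 0.01 (limma), 48 were higher and 193 were neither. With the fold threshold added, 22 were called lower and 3 higher. The 3 genes, named after their values were seen, were Tnfrsf4, Plet1 and Hba-a2. The share of the rise with Tat that was lost, on the log2 scale, had a median of 15.2% and quartiles of 3.02% and 27.6%, and 36 genes (6.61%) lost over 50%. For single ΔMye libraries the median ran from 11.4% to 18.4%. On the log2 scale a large fall in TPM can be a small share of a large rise. Il6, for one, lost 17.1% while its mean fell from 3393 TPM in F/F Tat to 1244 TPM in ΔMye Tat. After median-ratio scaling, 578 of 834 genes were lower in ΔMye Tat, 44 higher and 212 neither, 50 were called lower, and the median share lost was 20.3%. Because both comparisons use the F/F Tat libraries, a ΔMye group with no change was simulated 100 times. The simulated median share lost was at most 0.476%.

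The lowest log2 fold changes between ΔMye Tat and F/F Tat, among called genes with a mean of 10 TPM or more and no overlap, were those of Hmga1b, Il17a, Il22, Tpsab1 and Il19. Il22 was listed at 0 in F/F PBS, and at 17.1 ± 0.936 TPM (SD, n = 6) in F/F Tat and 1.17 ± 0.407 TPM (n = 5) in ΔMye Tat, a log2 fold change of -3.82 (adjusted p = 8.29e-13, limma). Il22 shares 53.6% of its 31-base sequences with Iltifb, and Hmga1b 92.7% with Hmga1. Il19 (chromosome 1, 130932656 to 130940115 of GRCm38) was at 0.0305, 14.5 and 1.68 TPM in the 3 groups (log2 fold change of -3.04 in ΔMye Tat, adjusted p = 3.27e-10, limma). Cxcl10 fell by 1.58 on the log2 scale in ΔMye Tat, Nos2 by 1.03, Ptgs2 by 0.70 and Edn1 by 0.25 (adjusted p = 0.288 for Edn1, limma, with a range over the alternatives that keep all libraries of 9.71e-06 to 0.392). The smallest shares of the rise lost, at a mean of 10 TPM or more in F/F Tat, were those of Gm4951, Fnbp1l, Ccl9, H2-Q7 and Fam102b, which rose further in ΔMye Tat, by 1.25, 0.80, 0.66, 0.55 and 0.69. H2-Q7 shares 39.1% and Gm4951 13.7% of their 31-base sequences with other genes.

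**Figure D3:**
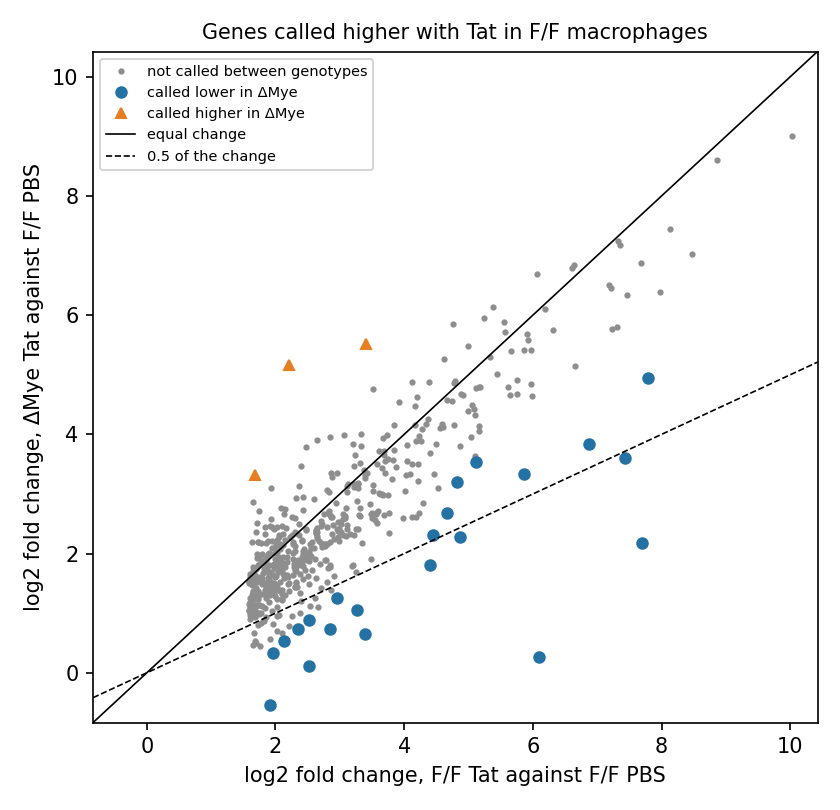
Log2 fold change of each of the 545 genes called higher with Tat in F/F macrophages, F/F Tat against F/F PBS on the x axis and ΔMye Tat against F/F PBS on the y axis. The 22 genes called lower in ΔMye Tat are blue circles, the 3 called higher are orange triangles, the solid line marks an equal change and the dashed line 0.5 of it, and genes listed at 0 in F/F PBS are placed by the pseudocount.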

Consistent with the results of GO analysis (Figure 7C), many of those DEGs associated with these pathways were upregulated by Tat treatment but reduced by IKKβ deficiency (Supplementary Figure 4C). Collectively, these results suggest that IKKβ signaling may mediate the impact of HIV protein Tat on multiple processes such as inflammatory response and regulation of cell adhesion that contribute to atherosclerosis initiation and development (Figure 8).

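Between ΔMye Tat and F/F Tat, 79 genes were called with limma, 46 higher and 33 lower in ΔMye Tat, and after median-ratio scaling 27 were higher and 63 lower. Without the fold threshold 4055 genes were higher and 927 lower, or 1774 and 1924 after scaling. An exact Wilcoxon test, whose smallest adjusted p here was 0.0118, called 0 genes, with 5661 at an unadjusted p under 0.05. The groups did not overlap for 3823 genes (36.6%), where chance gives 0.433%. The highest log2 fold changes, among called genes with a mean of 10 TPM or more in the higher group and no overlap, were those of Tmem178 (2.43), Plet1 (2.10), Clec12a (1.89), Myo1f (1.84) and Clec5a (1.81). Myo1f (chromosome 17, 33555707 to 33607764 of GRCm38) was at 259 ± 11.5 TPM (SD) in F/F PBS, 24.6 ± 1.17 TPM in F/F Tat and 88.6 ± 6.74 TPM in ΔMye Tat. Of the 2031 genes called lower with Tat, 1220 were higher in ΔMye Tat than in F/F Tat at an adjusted p under 0.01, and the median share of the fall that was lost was 26.2%. With scaling 469 of 1101 genes were higher, and the median share was 22.5%.

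Against F/F PBS, ΔMye Tat had 458 genes called higher and 1165 lower with limma, or 612 and 718 after scaling. Of the genes called higher in F/F Tat, 403 (73.9%) were also called higher in ΔMye Tat against F/F PBS, and of those called lower, 1092 (53.8%) were also called lower. In a principal component analysis of the 17 libraries, the first component held 81.4% of the variance and placed F/F PBS at -90.2 ± 1.83 (SD), F/F Tat at 63.3 ± 1.35 and ΔMye Tat at 32.2 ± 2.00. The second component held 5.38% and parted ΔMye Tat (-25.5 ± 1.99) from F/F Tat (16.9 ± 2.98). From these results together, the genes changed by Tat, the scores of GO terms and KEGG pathways and their reduction when IKKβ was deleted, the paper proposes that IKKβ signaling may mediate effects of Tat on several processes, among them the inflammatory response and the regulation of cell adhesion.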

## Discussion

HIV infection has been associated with exacerbated atherosclerotic CVD in patients, but the underlying mechanisms remain poorly understood. The HIV protein Tat, a trans-activator required for efficient HIV replication [7], has been shown to activate NF-κB signaling and induce inflammatory responses in vitro [16, 36]. However, the atherogenic effects of HIV Tat had not been investigated in vivo. In the present study, we used myeloid-specific IKKβ-deficient LDLR^−/−^ mice and their control littermates to investigate the effects of HIV protein Tat on macrophage function and atherosclerosis development. We found that exposure to Tat protein led to significantly increased atherosclerotic lesion size in the aortic root and brachiocephalic artery of IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice. To our knowledge, our study is the first to demonstrate the impact of HIV protein Tat on the development of atherosclerosis in an appropriate small animal model.

Atherosclerosis is a chronic inflammatory disease, and IKKβ-mediated NF-κB activation has been implicated in the pathogenesis of atherosclerosis in humans [21]. For example, activated NF-κB has been identified in atherosclerotic plaques and was enhanced in unstable coronary plaques in humans [63, 64]. Monaco et al. also found that activation of NF-κB activation in human atherosclerosis was IKKβ-dependent, leading to selective up-regulation of major proinflammatory and prothrombotic mediators [64]. IKKβ/NF-κB signaling has also been demonstrated to function in macrophages to regulate atherosclerosis development in animal models. Macrophage-specific inhibition of NF-κB by overexpressing IκBα led to decreased foam-cell formation [65]. By contrast, myeloid-specific IκBα deletion promoted atherogenesis in LDLR^−/−^ mice [66]. We have previously reported that myeloid-specific IKKβ deficiency protected LDLR^−/−^ mice from high-fat Western diet-induced macrophage inflammatory responses and atherosclerosis [26]. In the present study, we found that exposure to HIV protein Tat can induce macrophage inflammatory responses in WT mice. When fed the low-fat AIN76 diet, IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice had similar atherosclerosis lesion sizes under basal conditions. However, treatment with Tat stimulated macrophage inflammatory responses and atherosclerotic lesional inflammation, leading to increased atherosclerosis development in IKKβ^F/F^LDLR^−/−^ mice. Deficiency of myeloid IKKβ inhibited Tat-induced atherosclerosis in IKKβ^ΔMye^LDLR^−/−^ mice, likely due to reduced macrophage inflammation and dysfunction.

In addition to inflammatory responses, macrophage migration plays an essential role in atherosclerotic lesion initiation and progression. NF-κB can also regulate important chemokines and adhesion molecules such as ICAM-1, VCAM-1, and MCP-1[26]. In the present study, we found that exposure to HIV protein Tat also stimulated the expression of several key chemokines and adhesion molecules, including ICAM-1, VCAM-1, and CCR2 in control macrophages, which is consistent with previous studies [67, 14, 17]. Deficiency of IKKβ abolished Tat-elicited upregulation of these genes. As expected, Tat treatment led to increased adhesion and migration properties of macrophages of control IKKβ^F/F^LDLR^−/−^ mice but not IKKβ^ΔMye^LDLR^−/−^ mice. Several chemokine receptors and their ligands such as CCR2 and MCP-1 have been well-characterized to have pro-atherogenic effects in vivo, and deficiency of CCR2 also led to decreased atherosclerosis in animal models [68]. It is likely that HIV protein Tat-mediated upregulation of those molecules contribute to increased atherosclerosis in our model. Collectively, our results indicate that myeloid IKKβ signaling plays an important role in mediating the atherogenic effects of HIV protein Tat.

HIV Tat has been shown to modulate the functions of several cell types associated with atherosclerosis development, including endothelial cells, vascular smooth muscle cells and monocytes/macrophages. For example, Tat has been shown to upregulate the expression of inflammatory mediators and adhesion molecules through activating NF-κB pathway in the human vascular endothelial cells [69–71]. Several studies have also demonstrated that Tat protein can activate NF-κB pathway to induce the production of inflammatory cytokines by human monocytes/macrophages [16, 36]. In the current study, we mainly focused on the role of IKKβ/NF-κB signaling in mediating the adverse effects of Tat on macrophage functions related to atherosclerosis. In addition, several studies have also demonstrated the potential mechanisms through which Tat activates IKKβ/NF-κB signaling. Tat proteins have been shown to interact with TLR4-MD2-CD14 complex to activate NF-κB pathway and to induce the production of proinflammatory cytokines such as IL-6 and IL-8 [16, 36]. Planes et al. confirmed that HIV Tat protein could recruit the TLR4 complex with rapid kinetics, leading to the activation of downstream MyD88 and IKKβ/NF-κB signaling [36]. Therefore, the impact of HIV protein Tat on IKKβ/NF-κB signaling in macrophages is likely through activating TLR4-MyD88 signaling cascade. Future studies are required to investigate the detailed mechanisms through which Tat and other HIV proteins affect IKKβ/NF-κB signaling in different cell types including endothelial cells and smooth muscle cells to contribute to the development of atherosclerosis.

While several HIV encoded proteins are suspected to have atherogenic effects, only a few animal studies have investigated their atherogenic effects in vivo. Cui et al. previously demonstrated that HIV protein Nef could also increase macrophage foam cell formation and atherosclerosis in ApoE^−/−^ mice [72]. Interestingly, treatment with Nef also led to elevated plasma cholesterol and triglyceride levels in ApoE^−/−^ mice [72]. While Tat treatment did not affect total cholesterol levels in our study, it also increased triglyceride levels in both IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice. Elevated triglyceride levels have been consistently reported in HIV-infected patients including those not treated with ART [73, 74]. Nevertheless, since deficiency of myeloid IKKβ did not affect Tat-induced triglyceride levels in our study, the decreased atherosclerosis in IKKβ^ΔMye^LDLR^−/−^ mice is likely due to ameliorated macrophage functions. All experimental mice used in our atherosclerosis study were male, partially due to the known crosstalk between NF-κB and estrogen signaling [40, 41]. However, this is a limitation of our study since sex differences have been widely reported in mouse atherosclerosis studies [42].

HIV-associated atherosclerosis has also been investigated in a novel mouse model, Tg26^+/−^/ApoE^−/−^ mice [74, 75]. Tg26 mice are a well-characterized transgenic model that expresses HIV-1 [74]. Kearns et al. found that expression of HIV transcripts also accelerated atherosclerosis development in hyperlipidemic Tg26^+/−^/ApoE^−/−^ mice [74]. Interestingly, the expression of HIV-1 also led to activated inflammatory signaling such as caspase-1 in macrophages and elevated plasma inflammatory cytokine levels [74]. Caspase-1 activation is mainly mediated by NLRP3 inflammasome, and NF-κB has been demonstrated to regulate the NLRP3 inflammasome [76]. Consistently, our RNA-Seq results confirmed that Tat treatment significantly increased NLRP3 mRNA levels in control macrophages. Therefore, it is plausible that IKKβ/NF-κB signaling may have contributed to the observed caspase-1 activation in macrophages of Tg26^+/−^/ApoE^−/−^ mice [74]. In addition, human studies have demonstrated the increased expression of IKKβ/NF-κB-regulated proinflammatory genes such as IL-1β and IL-6 in monocytes and macrophages of HIV patients [34, 35]. These studies indicate that macrophage activation may contribute significantly to HIV-associated atherosclerosis. Future studies are required to investigate the detailed mechanisms through which IKKβ and other signaling pathways regulate macrophage functions to mediate HIV-induced atherosclerosis in animal models and humans.

In addition to HIV infection, the use of ARV drugs has also been associated with dyslipidemia and increased risk of CVD [77, 73, 78]. Despite the strong evidence linking certain ARV drugs with CVD risk, the underlying mechanisms responsible for the adverse effects of ARV drugs have not been well-characterized. Interestingly, we have previously demonstrated that several widely used ARV drugs, including efavirenz and amprenavir, can activate an important xenobiotic receptor, pregnane X receptor (PXR), to induce dysregulation of lipid homeostasis and hyperlipidemia [48, 79]. We also found that activation of PXR by other ligands can have pro-atherogenic effects in animal models [80–82, 45]. Therefore, it is plausible that activation of PXR by some ARV drugs may also lead to increased atherosclerosis and CVD risk in HIV patients. Consequently, it would be interesting to investigate how ARV drugs and HIV infection affect multiple signaling pathways, including but not limited to, IKKβ/NF-κB and PXR signaling, and promote the development of atherosclerosis in animal models and humans in the future.

In summary, we investigated the effects of HIV protein Tat on macrophage IKKβ signaling and atherosclerosis development in vivo employing atherosclerosis-prone IKKβ^ΔMye^LDLR^−/−^ and IKKβ^F/F^LDLR^−/−^ mice. Exposure to Tat protein significantly increased atherosclerosis in IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice. Deficiency of myeloid IKKβ attenuated Tat-elicited macrophage inflammatory response and dysfunction, which likely contributed to reduced atherosclerosis in IKKβ^ΔMye^LDLR^−/−^ mice. These results revealed the atherogenic effects of HIV protein Tat in vivo and demonstrated a pivotal role of myeloid IKKβ in Tat-driven atherogenesis. Our findings in the present study will hopefully stimulate further investigations of the contribution of macrophage dysfunction to HIV-associated atherosclerosis and the underlying mechanisms through which IKKβ and other signaling pathways mediate HIV infection-elicited macrophage dysfunction and atherosclerosis.

## Supplementary Material

1668811_Sup

## Figures and Tables

**Figure 1.**
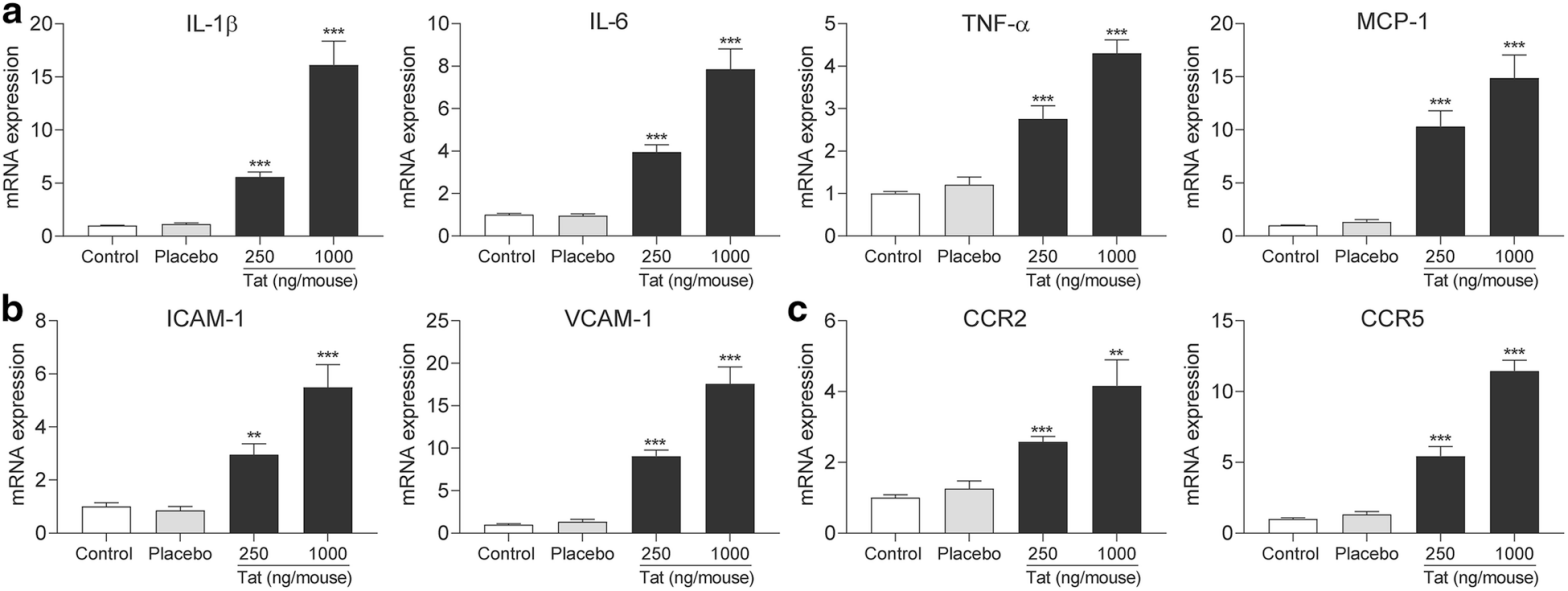
HIV protein Tat induces inflammatory responses in macrophages of wild-type mice. Eight-week-old male wild-type mice were treated with vehicle control (PBS), placebo solution, 250, or 1000 ng recombinant Tat proteins by intravenous injection every other day for 2 weeks. Total RNA was extracted from freshly isolated peritoneal macrophages, and the expressions of inflammatory cytokines (A), adhesion molecules (B), and chemokines (C) were analyzed by QPCR (n=5, **P<0.01 and ***P<0.001).

**Figure 2.**
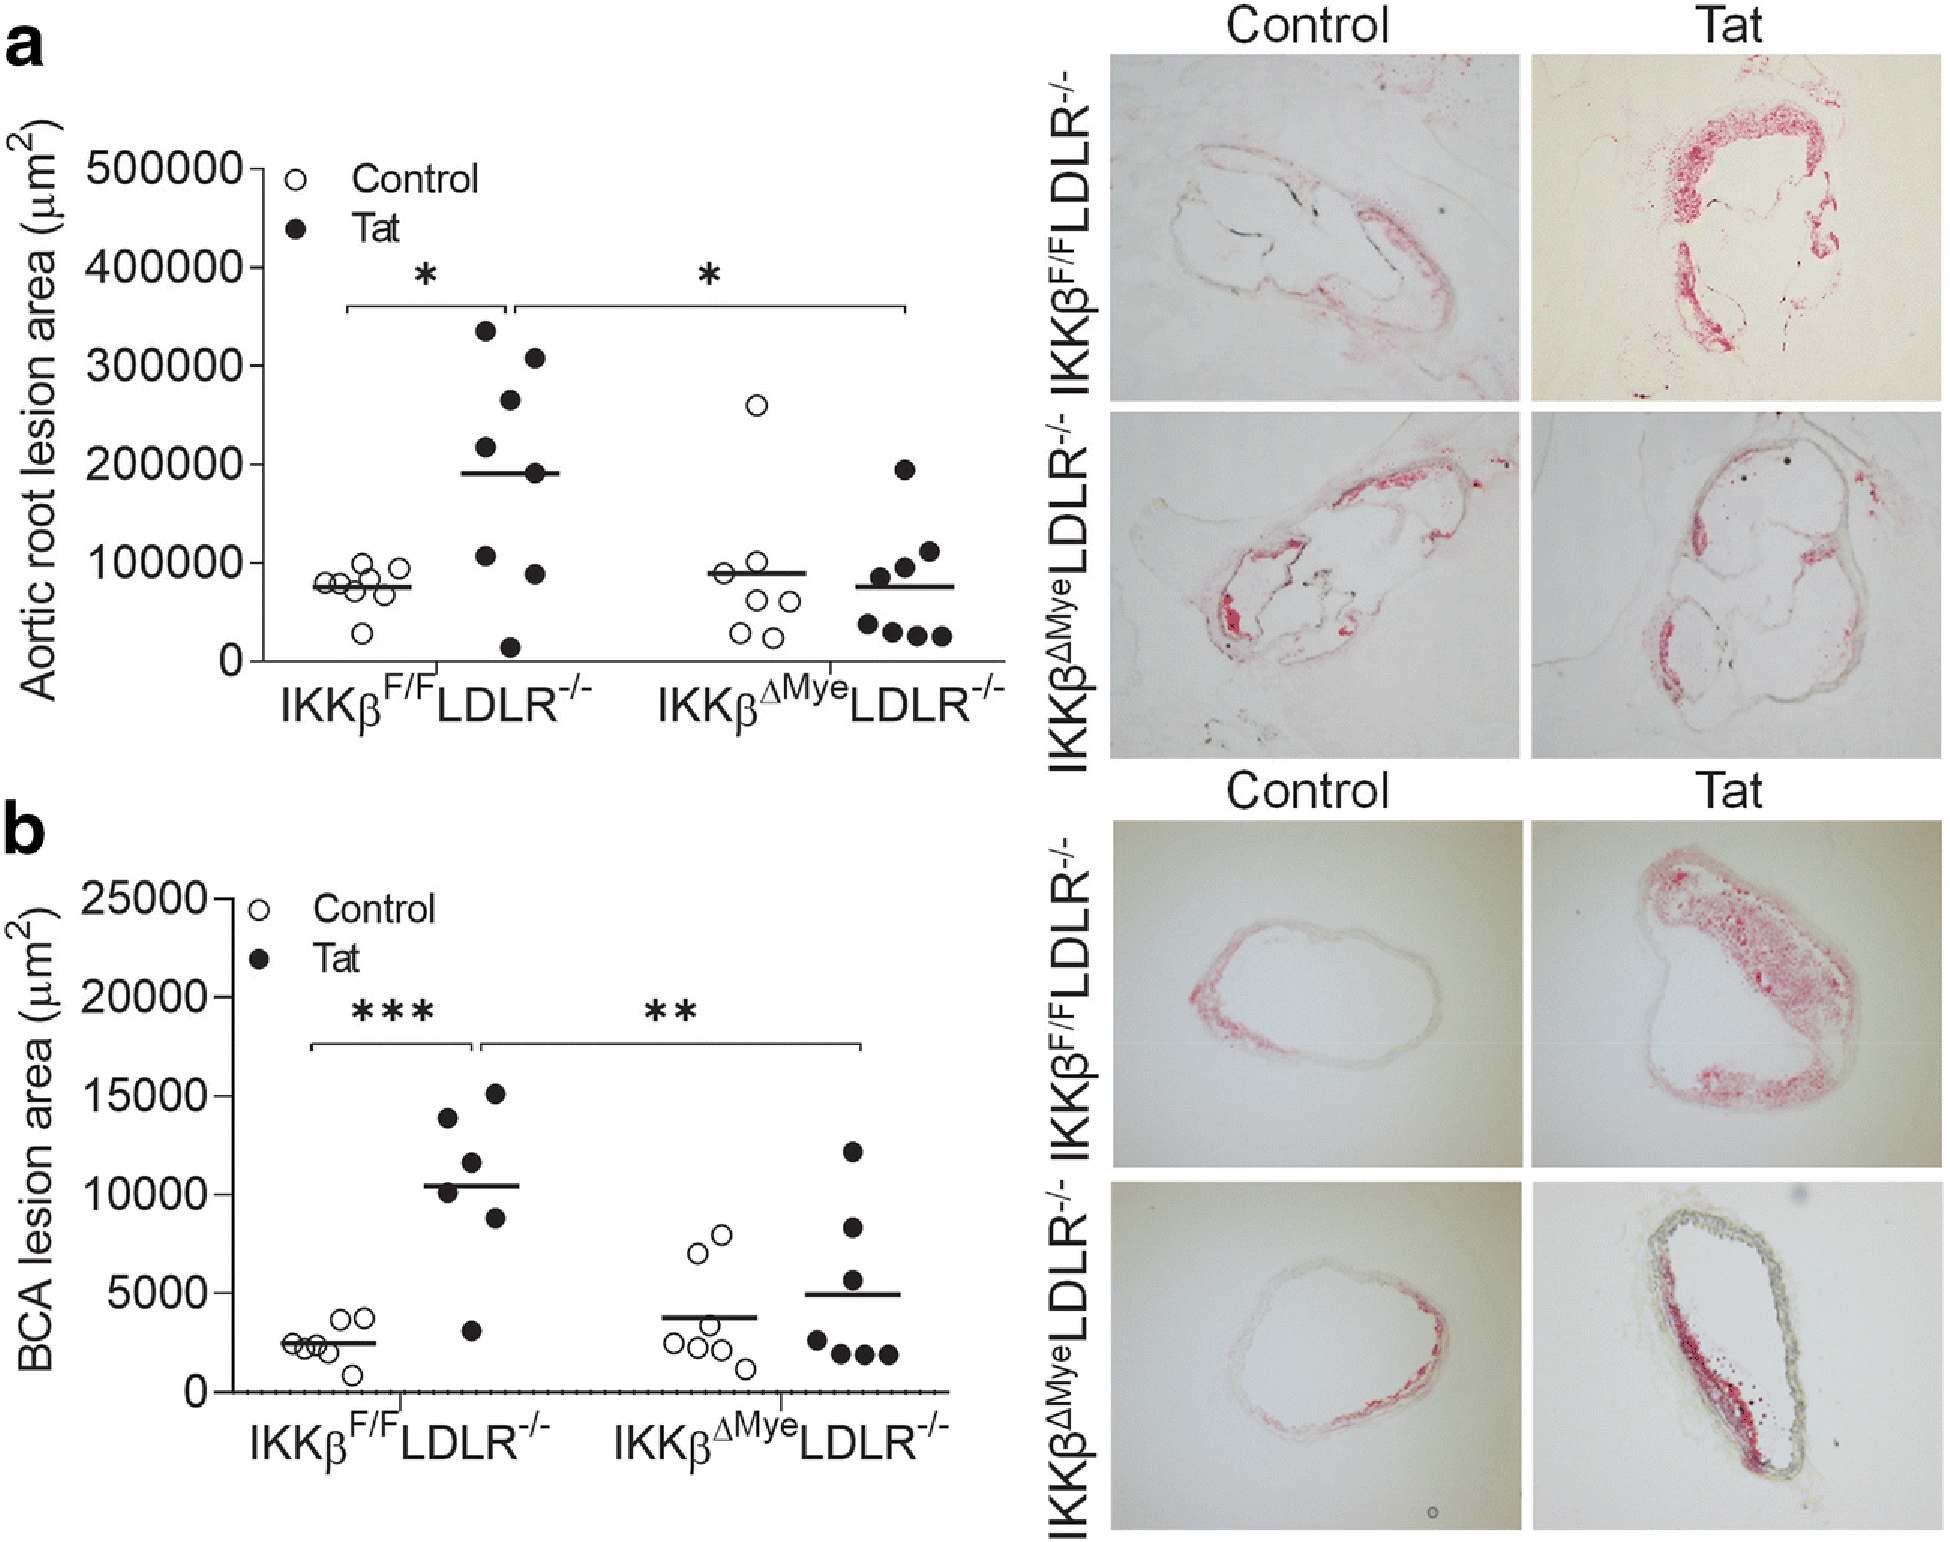
HIV protein Tat increases atherosclerosis in IKKβ^F/F^LDLR^−/−^ but not IKKβ^ΔMye^LDLR^−/−^ mice Six-week-old male IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ littermates were fed a semi-synthetic AIN76a diet containing 0.02% cholesterol and treated with vehicle control or 1000 ng of recombinant Tat proteins intravenously twice a week for 12 weeks. Quantitative analysis of the atherosclerotic lesion area at the aortic root (A) and brachiocephalic artery (BCA) (B) of IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice (n=6–8, *P<0.05, **P<0.01 and ***P<0.001). Representative images of Oil-red-O-stained sections from each genotype are displayed on the right side of the quantification data.

**Figure 3.**
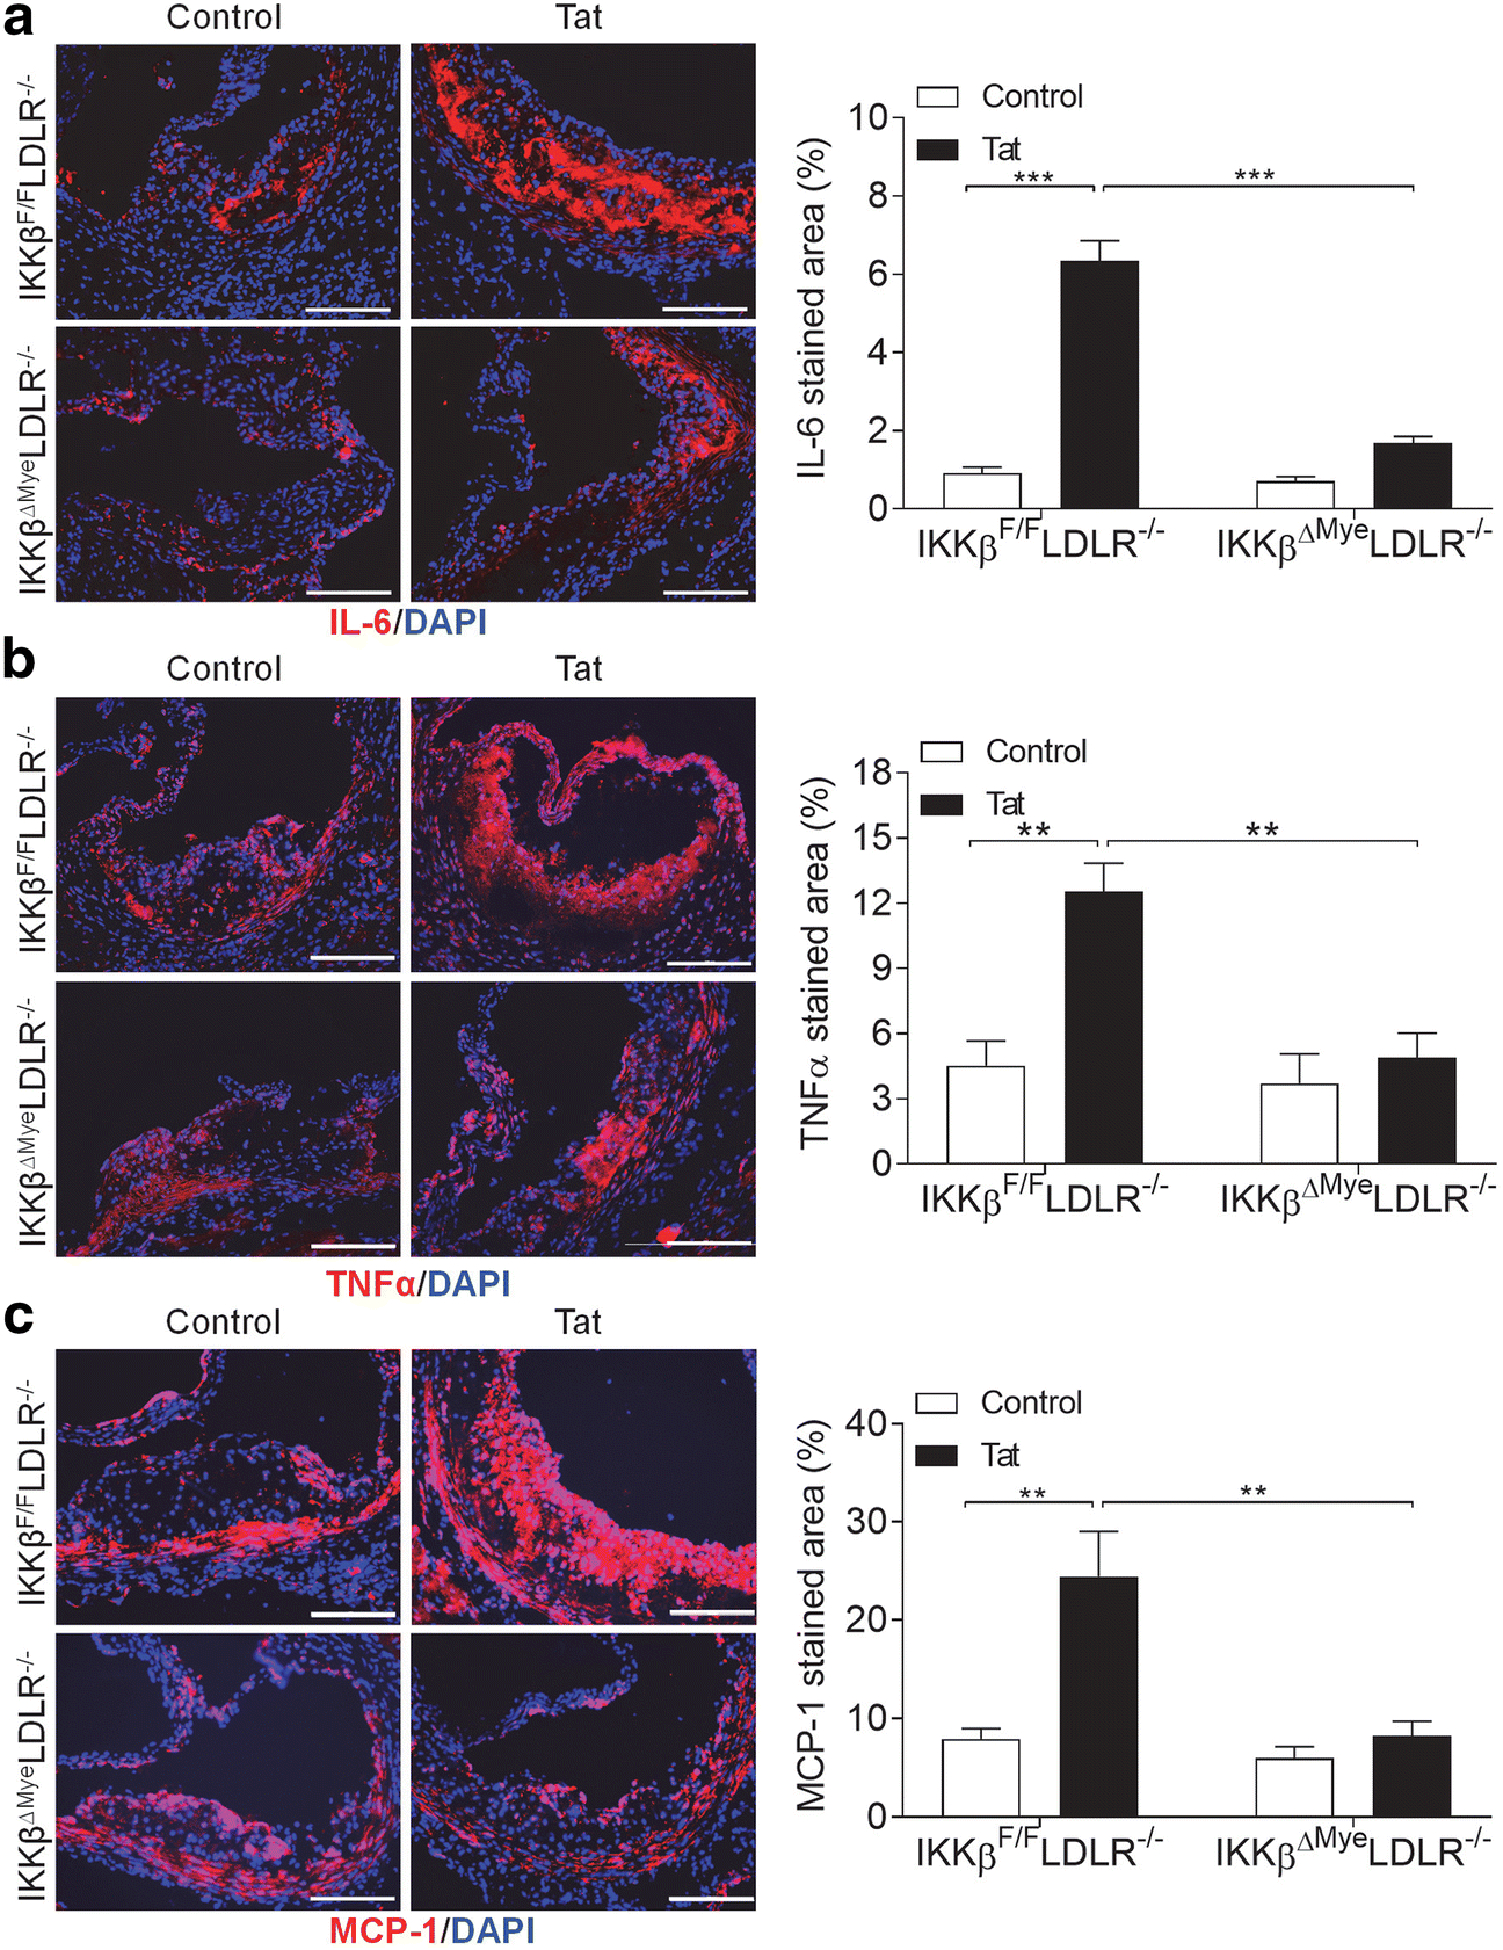
Deficiency of myeloid IKKβ reduces HIV Tat-induced atherosclerotic lesional inflammation in LDLR^−/−^ mice. Six-week-old male IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ littermates were treated with vehicle control or 1000 ng of recombinant Tat proteins intravenously twice a week for 12 weeks. Representative images (left) and quantification (right) of IL-6 (A), TNFα (B) and MCP-1 (C) immunofluorescence staining at aortic roots of IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice (n=3, **P<0.01 and ***P<0.001. Scale bar, 100 μm). DAPI indicates 4’, 6-diamidino-2-phenylindole.

**Figure 4.**
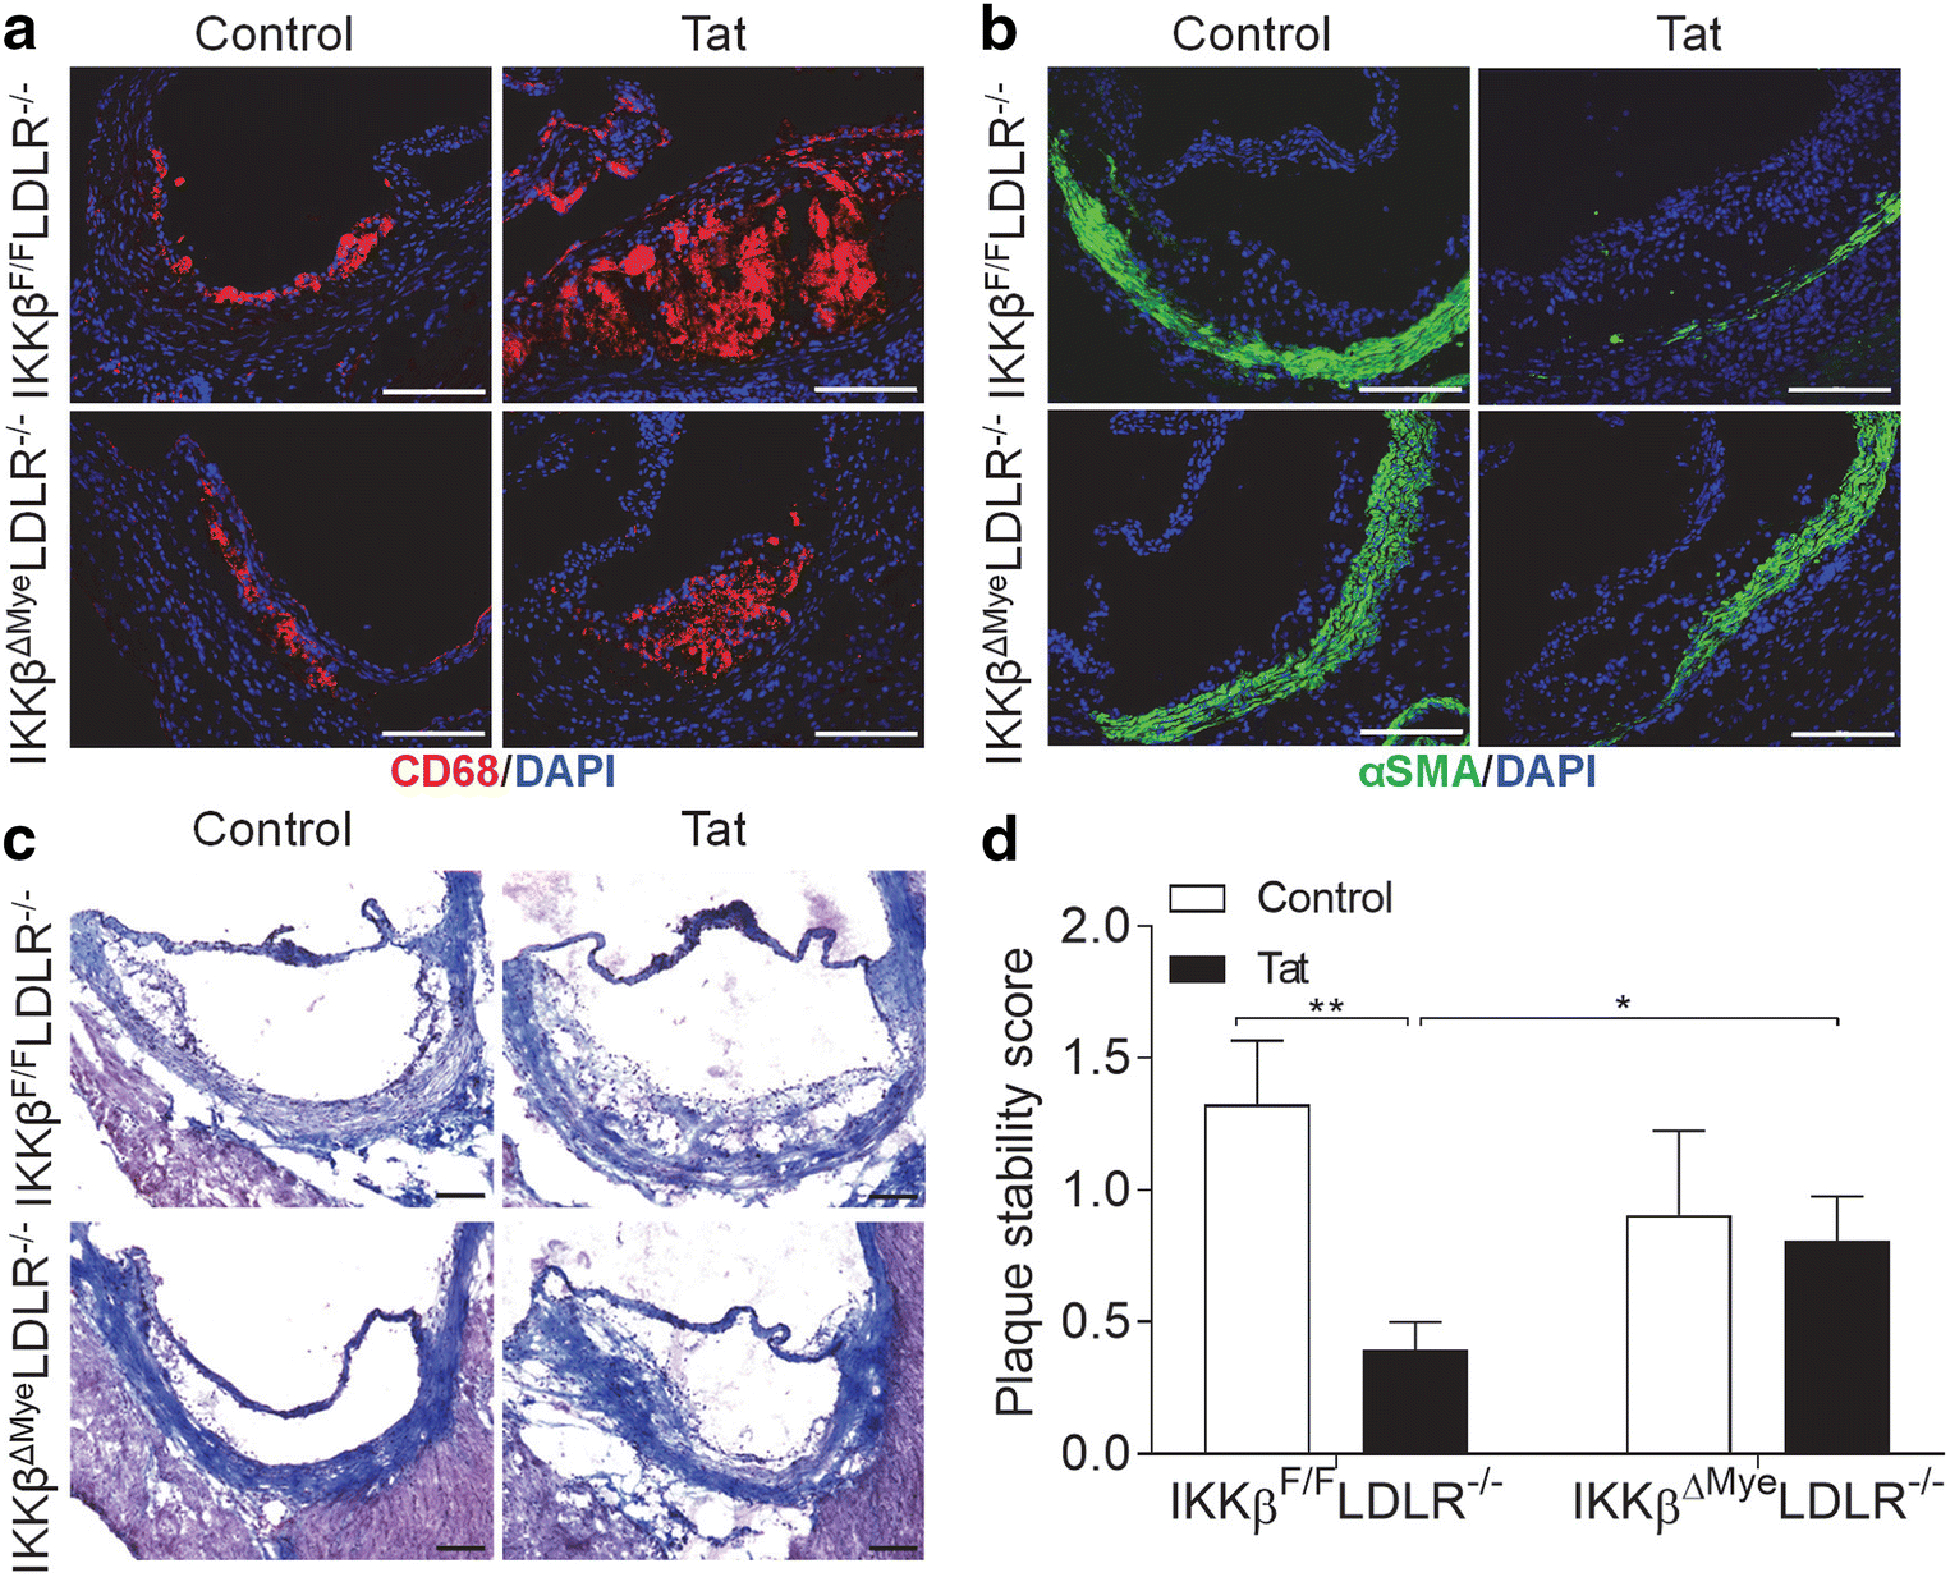
Deficiency myeloid IKKβ decreases HIV Tat-induced atherosclerotic plaque vulnerability in LDLR^−/−^ mice. Six-week-old male IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ littermates were treated with vehicle control or 1000 ng of recombinant Tat proteins intravenously twice a week for 12 weeks. Representative images of immunofluorescence staining of CD68 (A) and αSMA (B) and trichrome staining (C) at the aortic roots of IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice (Scale bars, 100 μm). Analysis of plaque stability scores (D) at aortic roots of IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice (n=5, *P<0.05 and **P<0.01). DAPI indicates 4’, 6-diamidino-2-phenylindole.

**Figure 5.**
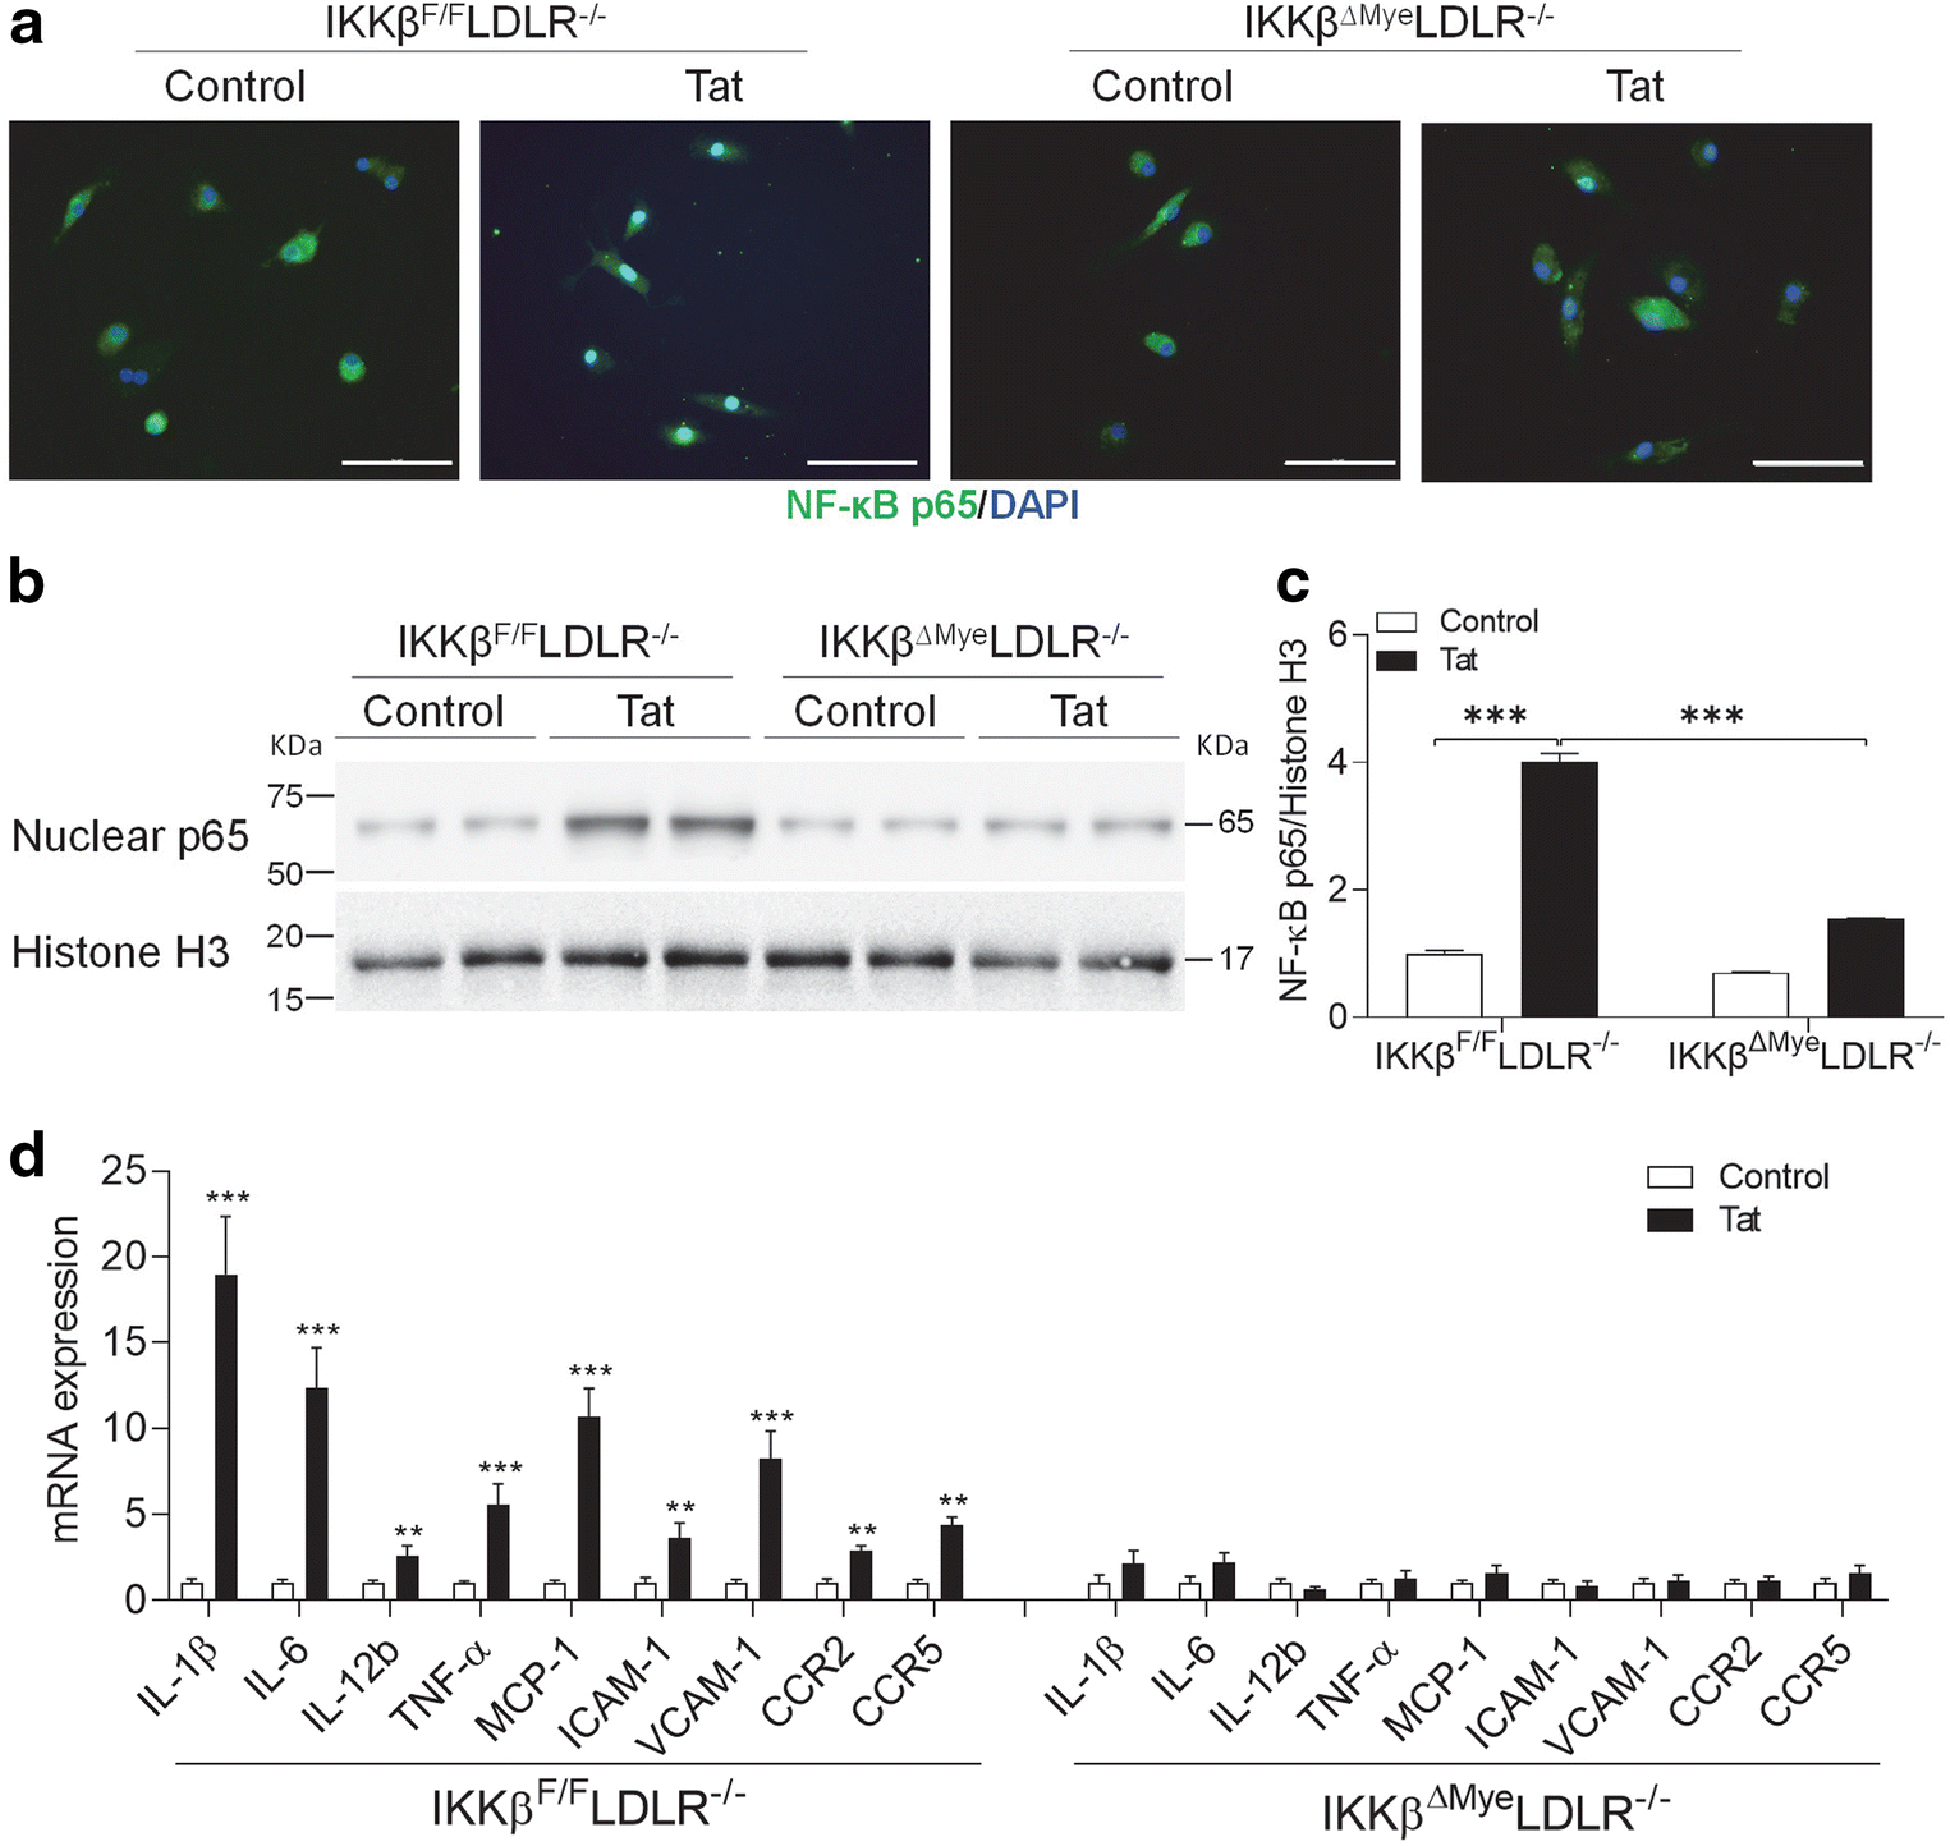
Ablation of IKKβ suppresses Tat-stimulated NF-κB activation and inflammatory responses in macrophages. (A) Bone marrow-derived macrophages were isolated from IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice and treated with 200 nM Tat or vehicle for 30 minutes. Cells were then fixed and stained with anti-NF-κB p65 primary antibody, followed by fluorescein-labeled secondary antibody. The nuclei were visualized with 4’, 6-diamidino-2-phenylindole (DAPI). A representative figure from 3 independent experiments with similar results is shown (Scale bar, 100 μM). (B) Nuclear proteins were extracted, and NF-κB p65 levels was analyzed by immunoblotting. (C) QPCR analysis of fresh isolated peritoneal macrophages of IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice treated with vehicle control or 1000 ng of recombinant Tat proteins for 12 weeks (n=6, **P<0.01 and ***P<0.001).

**Figure 6.**
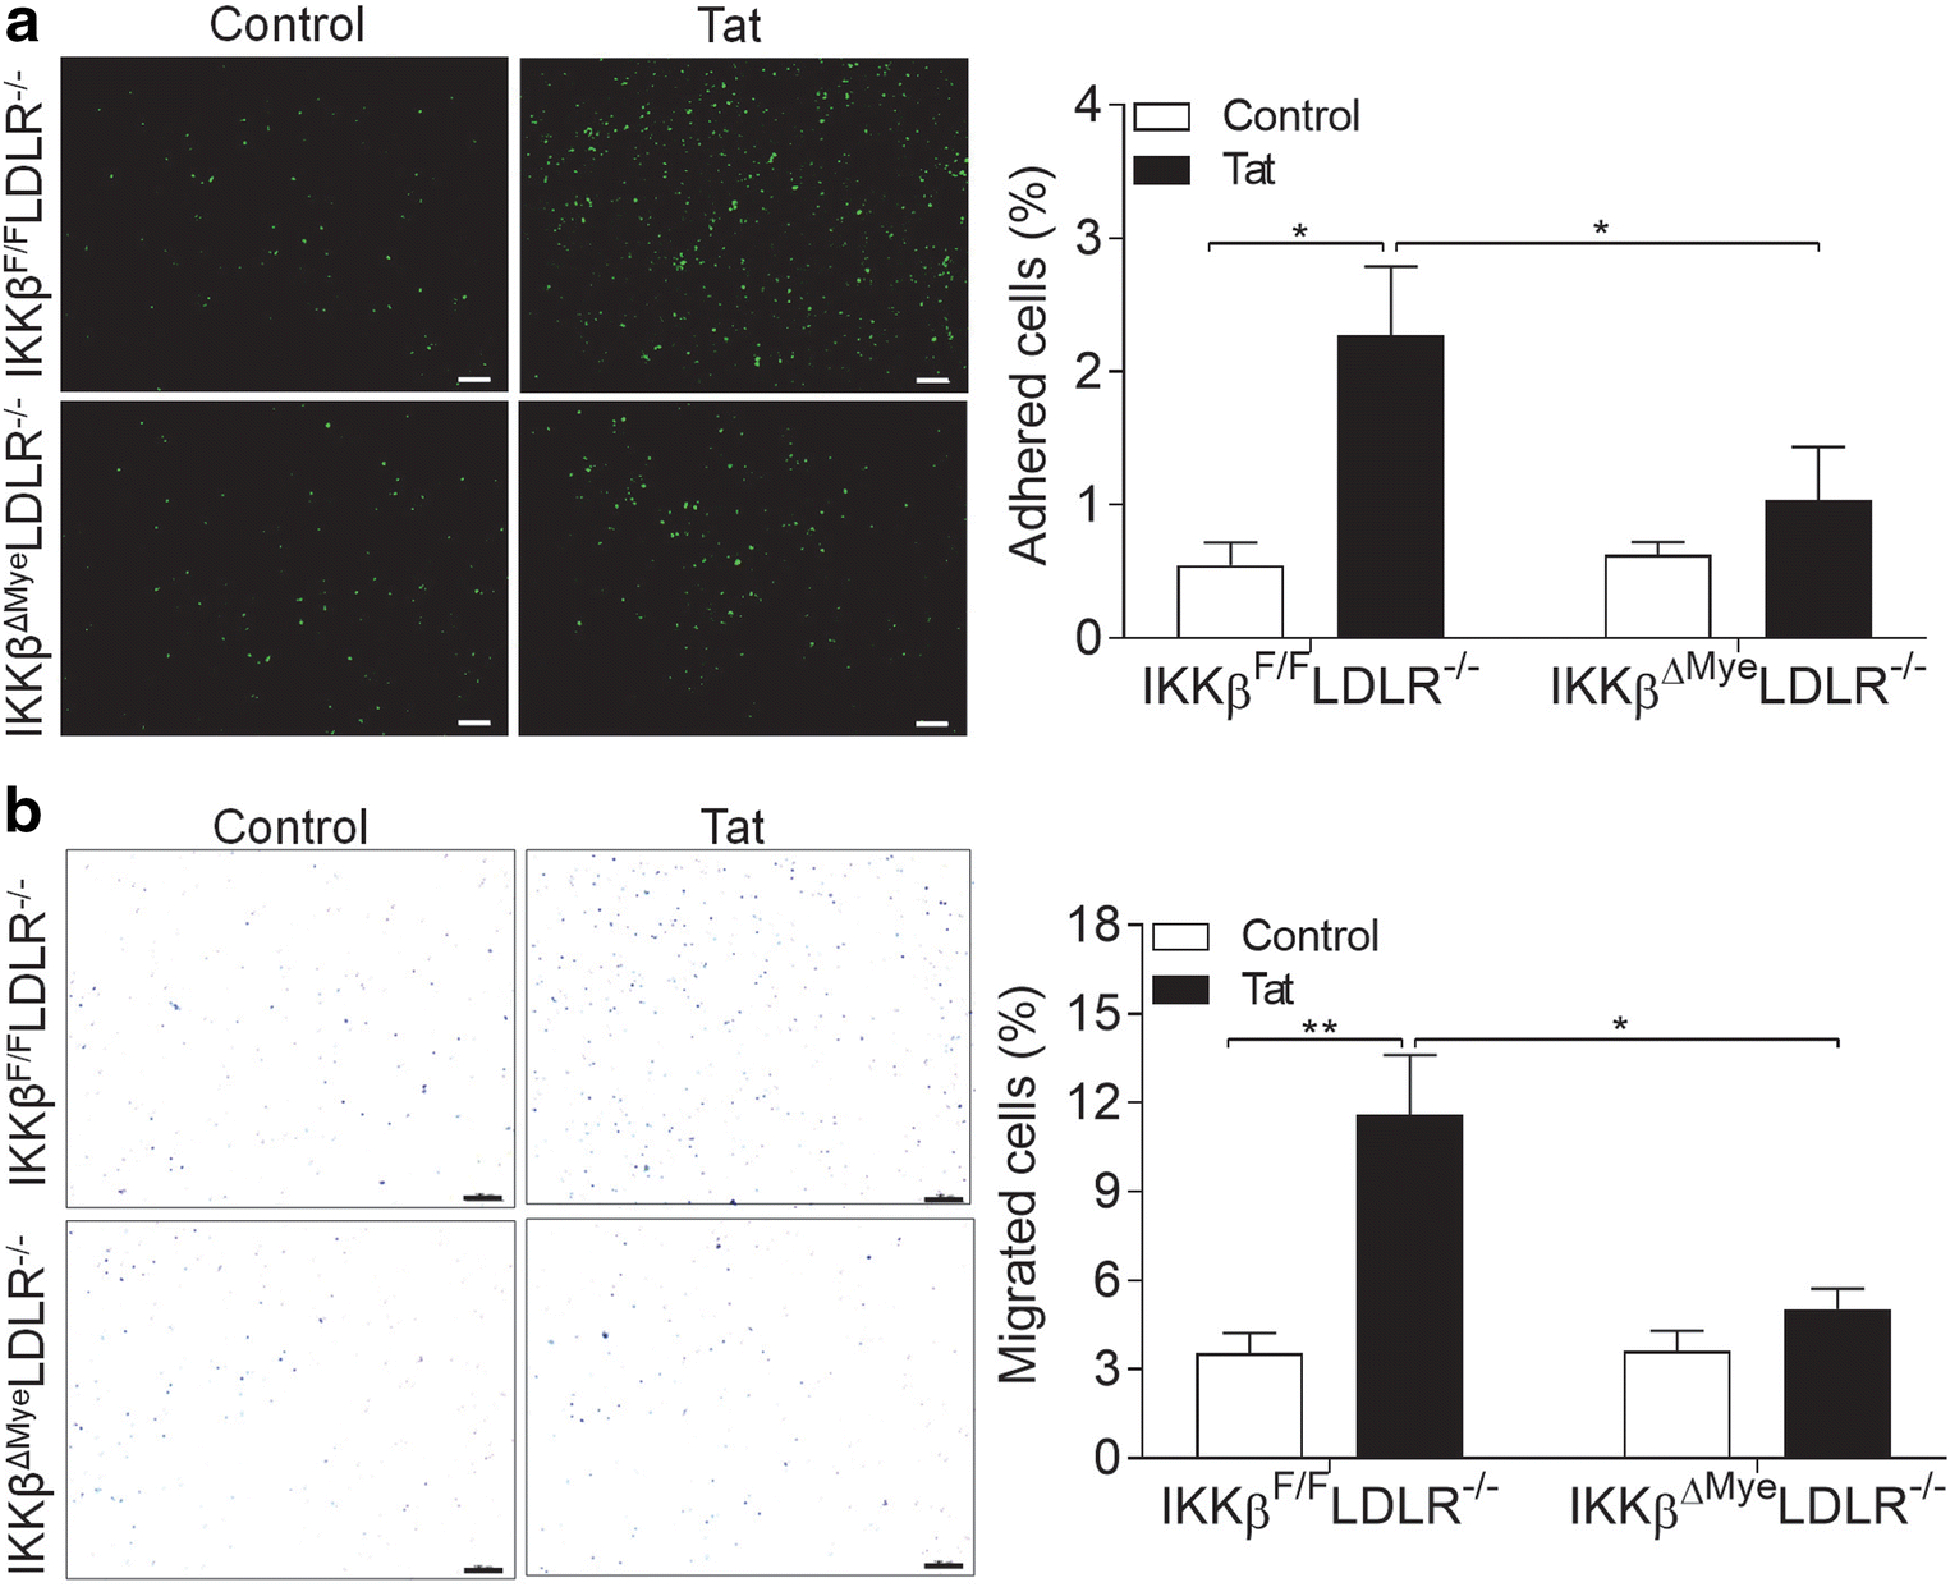
Deficiency of IKKβ in macrophages ameliorates Tat-elicited macrophage adhesion and migration. Peritoneal macrophages were freshly isolated from IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice treated with vehicle control or 1000 ng of recombinant Tat proteins for 12 weeks. (A) Macrophages were labeled with calcein acetoxymethyl and cultured with primary porcine endothelial cell monolayer for 30 minutes. Adhered cells were then counted under a fluorescence microscope. (B) Macrophages were seeded on the transwell filters. Cells that infiltrated and migrated to the underside of transwell were stained with hematoxylin and counted under the microscope. Quantification data is presented in the right panels (n=5, *P<0.05 and **P<0.01. Scale bar, 100 μm).

**Figure 7.**
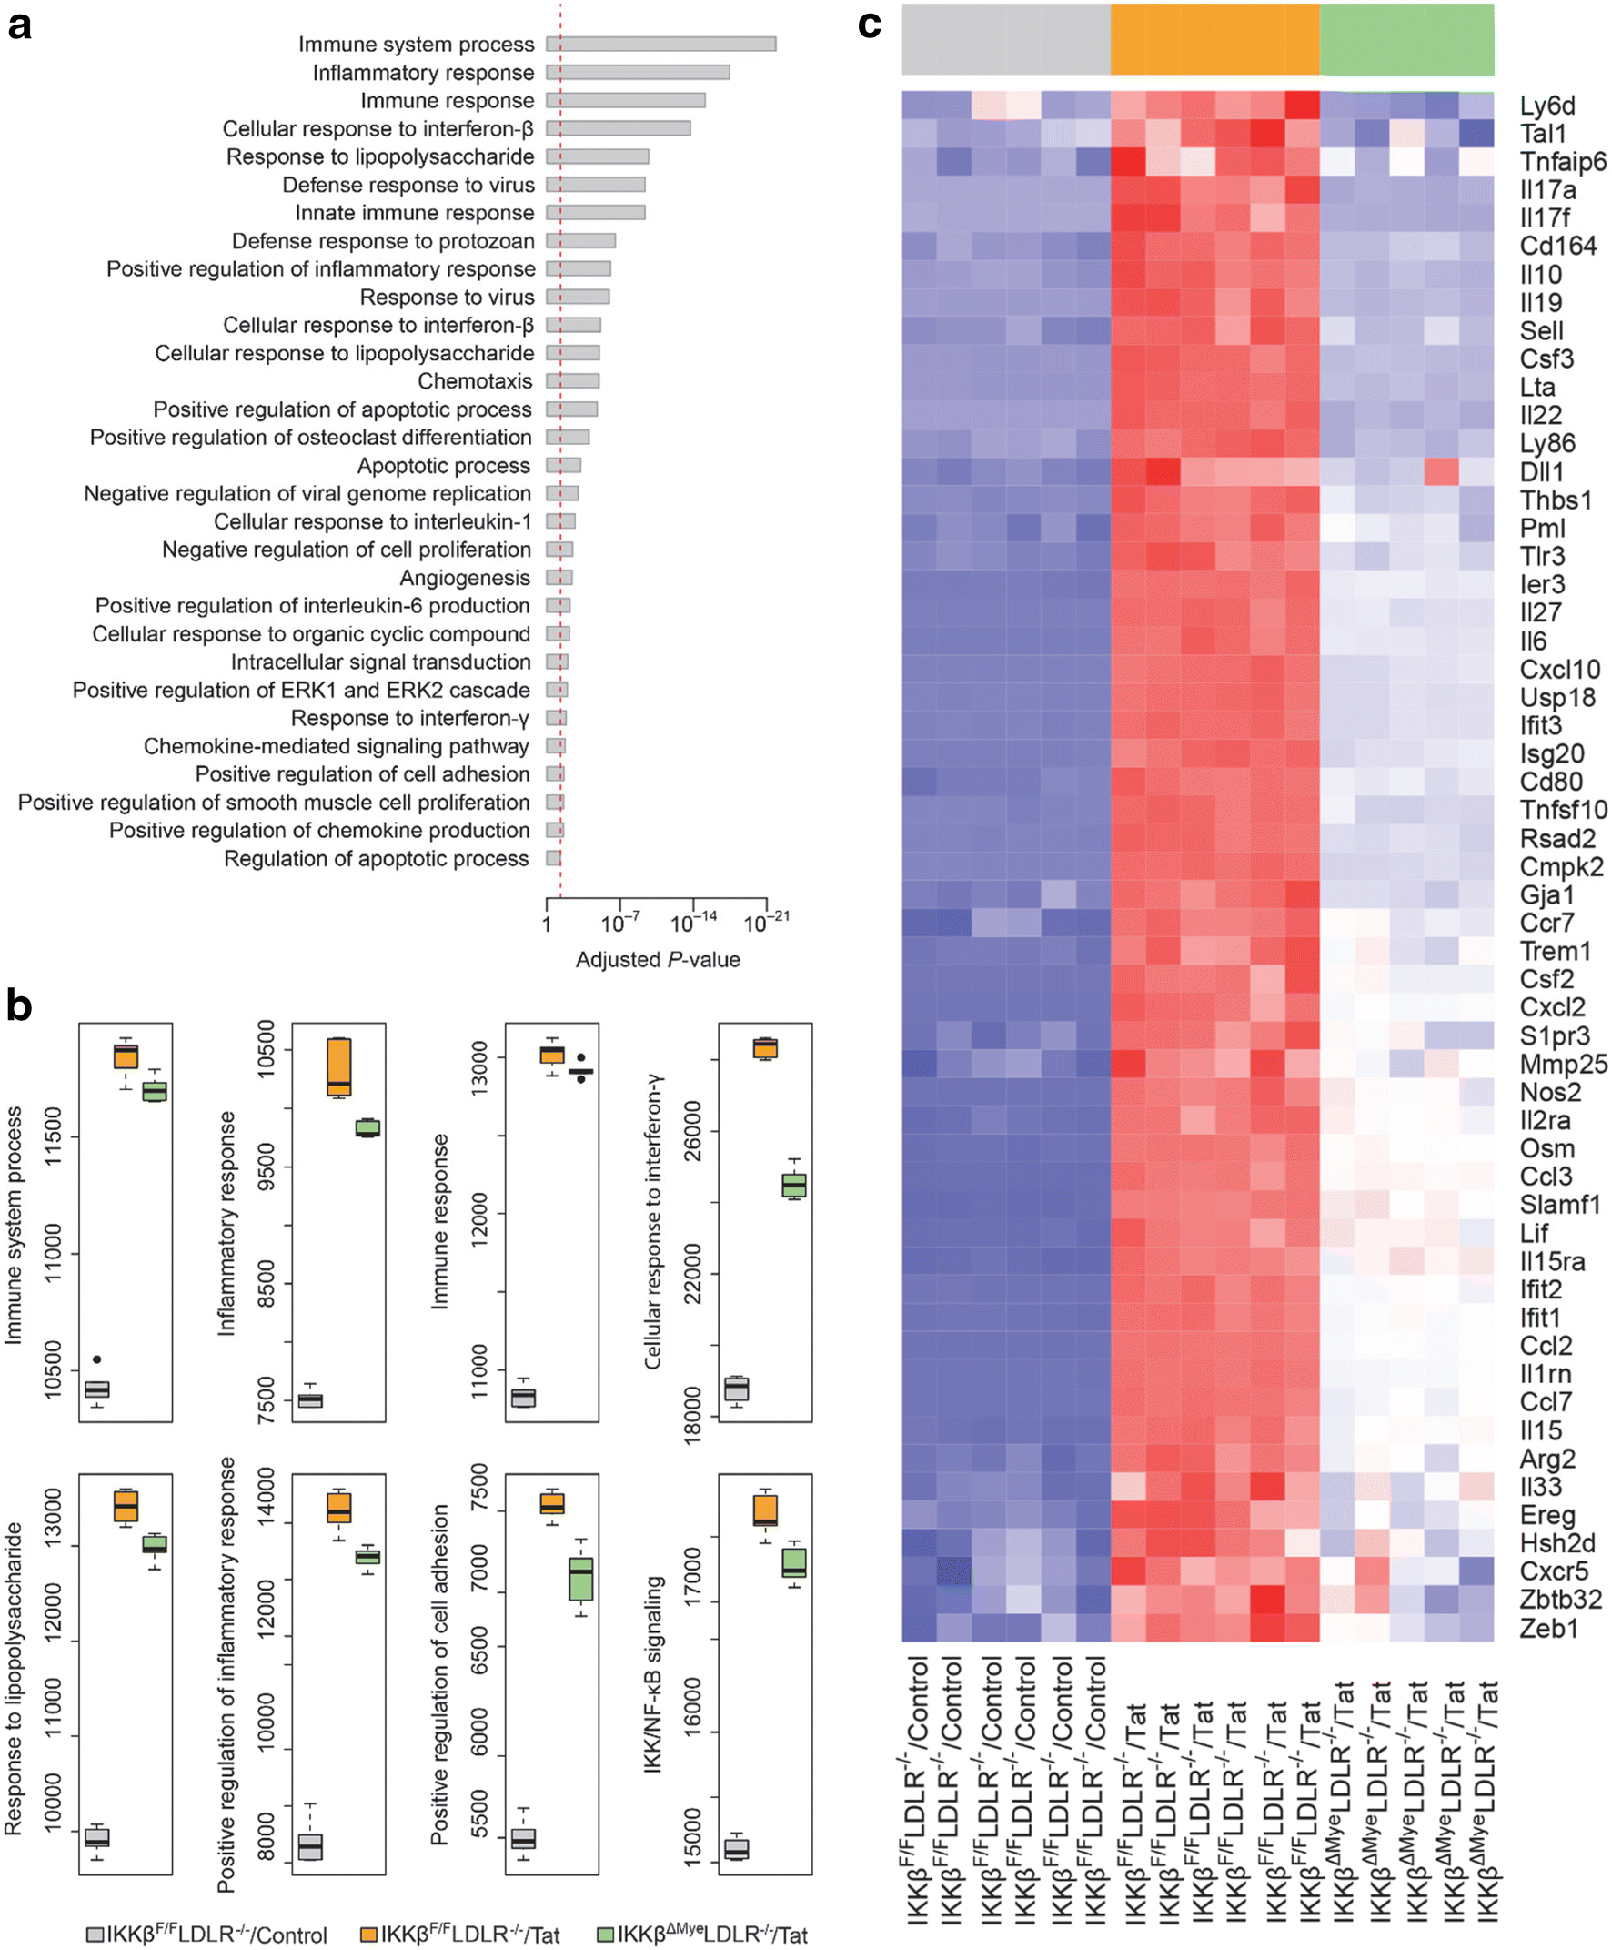
HIV protein Tat affects the expression of many atherosclerosis-related genes in microphages in vitro. Peritoneal macrophages were isolated from IKKβ^F/F^LDLR^−/−^ and IKKβ^ΔMye^LDLR^−/−^ mice. Cells were treated with 100 nM Tat or vehicle control for 12 hours and total RNA was isolated for RNAseq analysis (n = 5–6). (A) The Gene Ontology (GO) Biological Process terms significantly associated with the DEGs in control macrophages after HIV Tat treatment. The *P*-values were computed by *Fisher*’s exact test. The vertical dash line indicates the significance level of *α*=0.01. The y-axis displays the GO Biological Process terms while the x-axis displays the *P*-values. (B) Geneset scores of the prioritized GO terms. The geneset score was calculated using the FAIME algorithm. (C) Heatmap representation of DEGs involved in the biological processes of “immune system process”, “inflammatory response”, “immune response”, “cellular response to interferon β”, “response to lipopolysaccharide”, “positive regulation of inflammatory response”, “positive regulation of cell adhesion” and “IKK/NF-κB signaling” shown in panel A and B. Each row shows one individual gene and each column a biological replicate of mouse. Red represents relatively increased gene expression while blue denotes downregulation.

**Figure 8.**
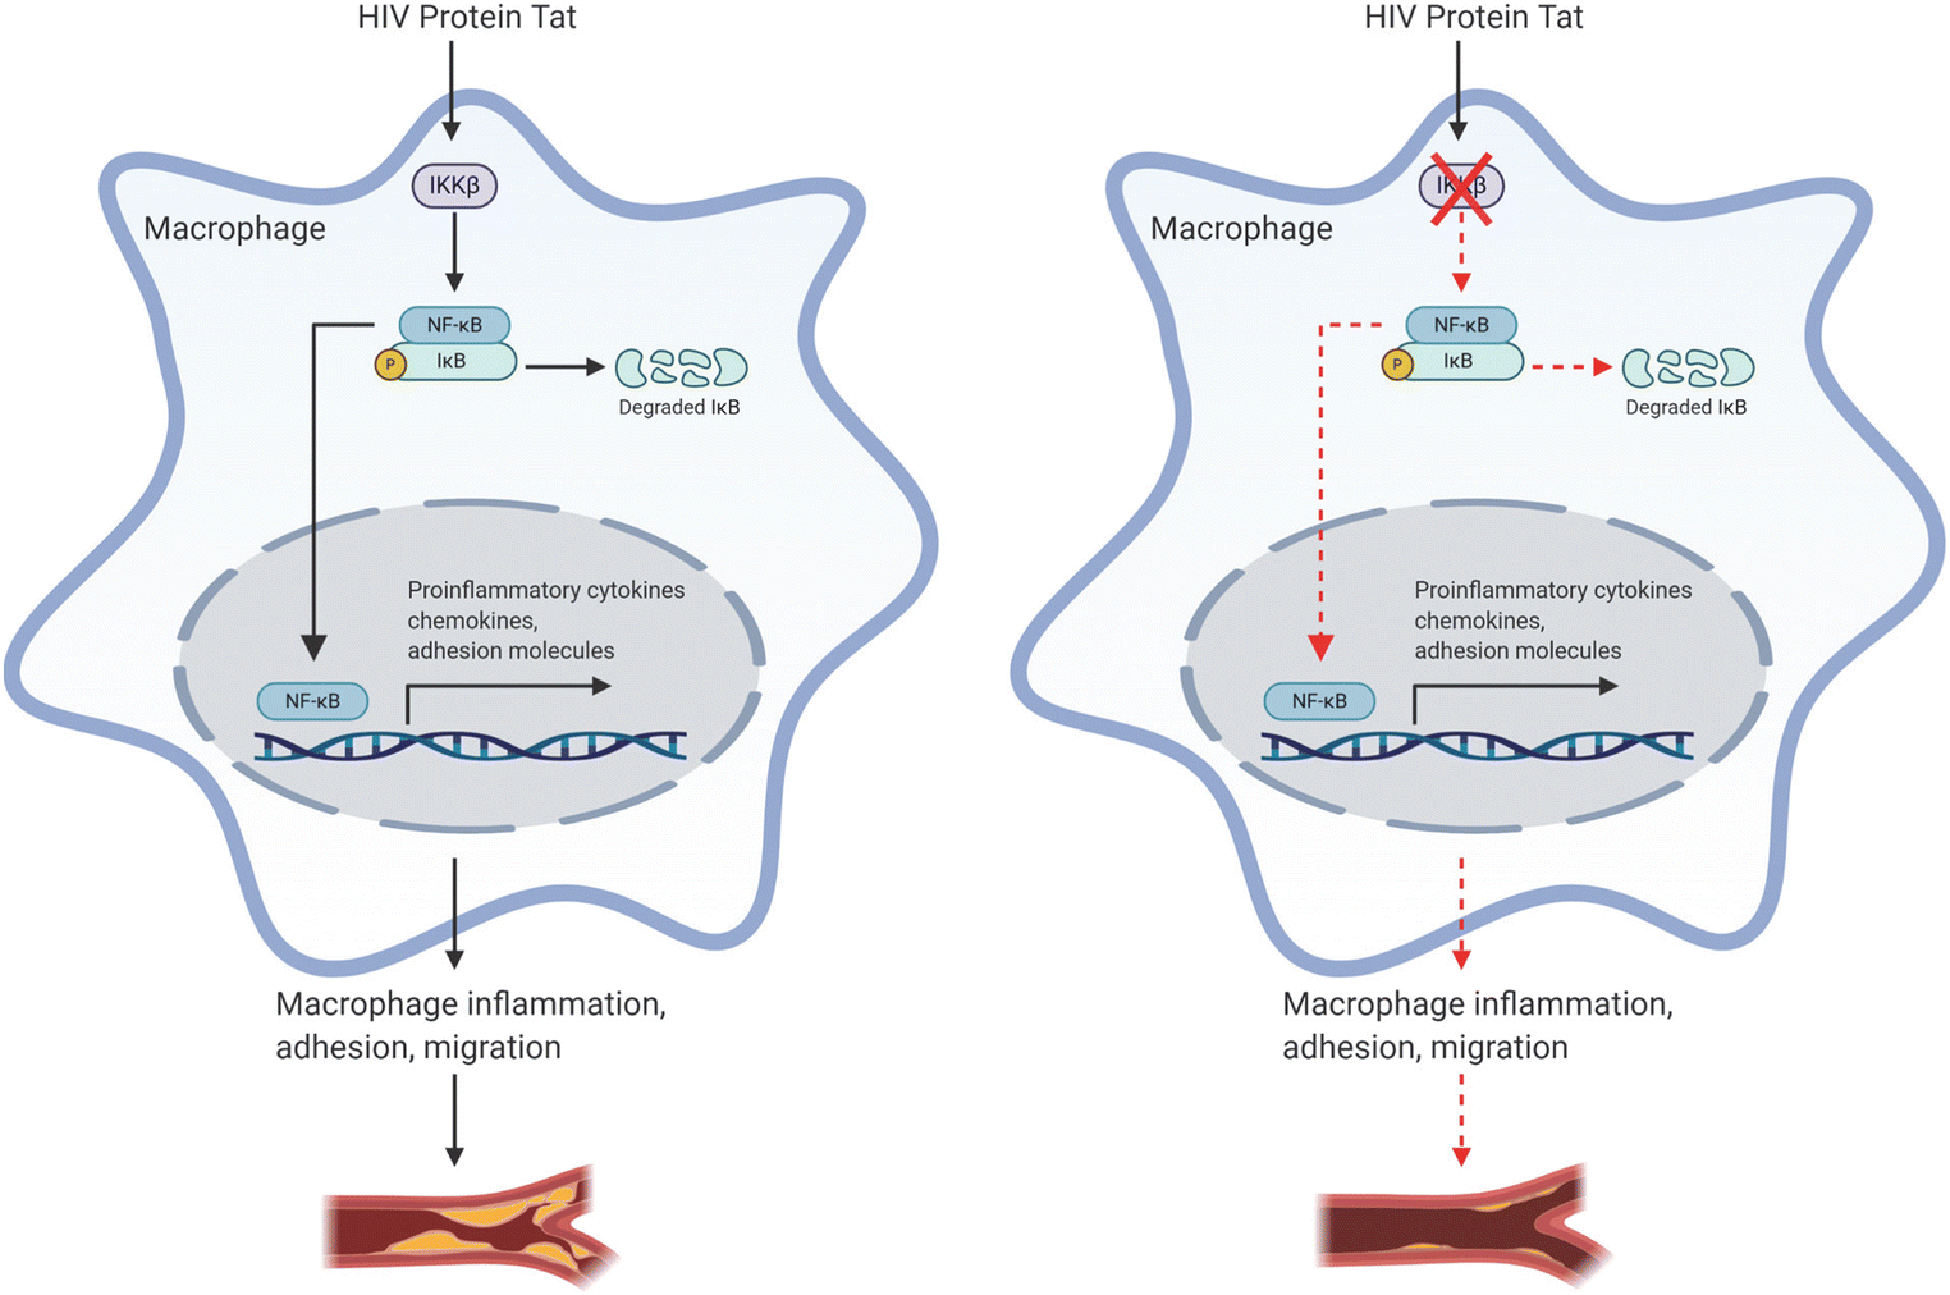
Schematic representation of the role of IKKβ in mediating HIV protein Tat-elicited macrophage dysfunction and atherosclerosis. Exposure to Tat protein activates IKKβ/NF-κB signaling in macrophages, leading to increased macrophage dysfunction and atherosclerosis development in atherogenic LDLR^−/−^ mice. Deficiency of myeloid IKKβ inhibits Tat-induced atherosclerosis in LDLR^−/−^ mice, likely due to reduced macrophage inflammation and dysfunction.

# Supplementary material for: HIV Protein Tat Induces Macrophage Dysfunction and Atherosclerosis Development in Low-Density Lipoprotein Receptor-Deficient Mice
**Source:** Cardiovasc Drugs Ther. Author manuscript; Available in PMC 2023 Apr 1.
**Supplement:** 1668811_Sup

Supplementary Material for

**HIV Protein Tat Induces Macrophage Dysfunction and Atherosclerosis  
Development in Low-Density Lipoprotein Receptor-Deficient Mice**

Zhaojie Meng,<sup>1</sup> Rebecca Hernandez,<sup>1</sup> Jingwei Liu,<sup>1</sup> Taesik Gwag,<sup>2</sup> Weiwei Lu,<sup>2</sup>  
Tzung K Hsiai,<sup>3</sup> Marcus Kaul,<sup>1</sup> Tong Zhou,<sup>4</sup> and Changcheng Zhou<sup>1</sup>

**This PDF file includes:**

**Supplemental Figure 1-4  
Supplemental Table 1-2**

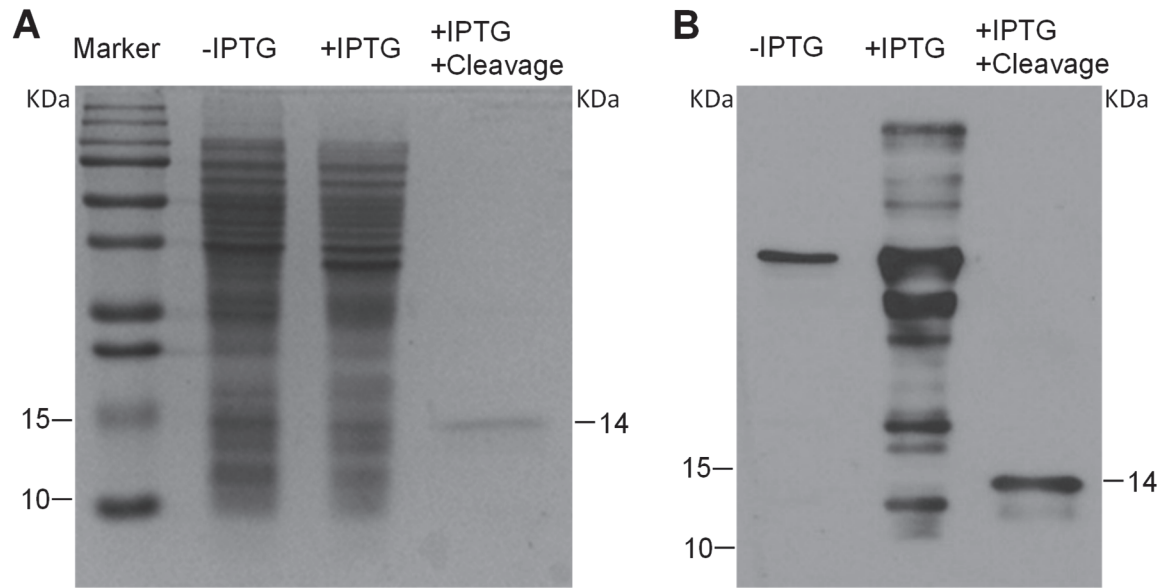

**Supplemental Figure 1. Preparation and purification of recombinant Tat proteins.** Recombinant HIV protein Tat<sub>1-72</sub> was expressed as a glutathione S-transferase (GST)-fusion protein using an *Escherichia coli* vector with the induction of isopropyl  $\beta$ -D-1-thiogalactopyranoside (IPTG), purified by GST-affinity chromatography and cleaved from the fusion protein by thrombin protease. The process was verified by the Coomassie Blue staining (A) and Western blot analysis (B).

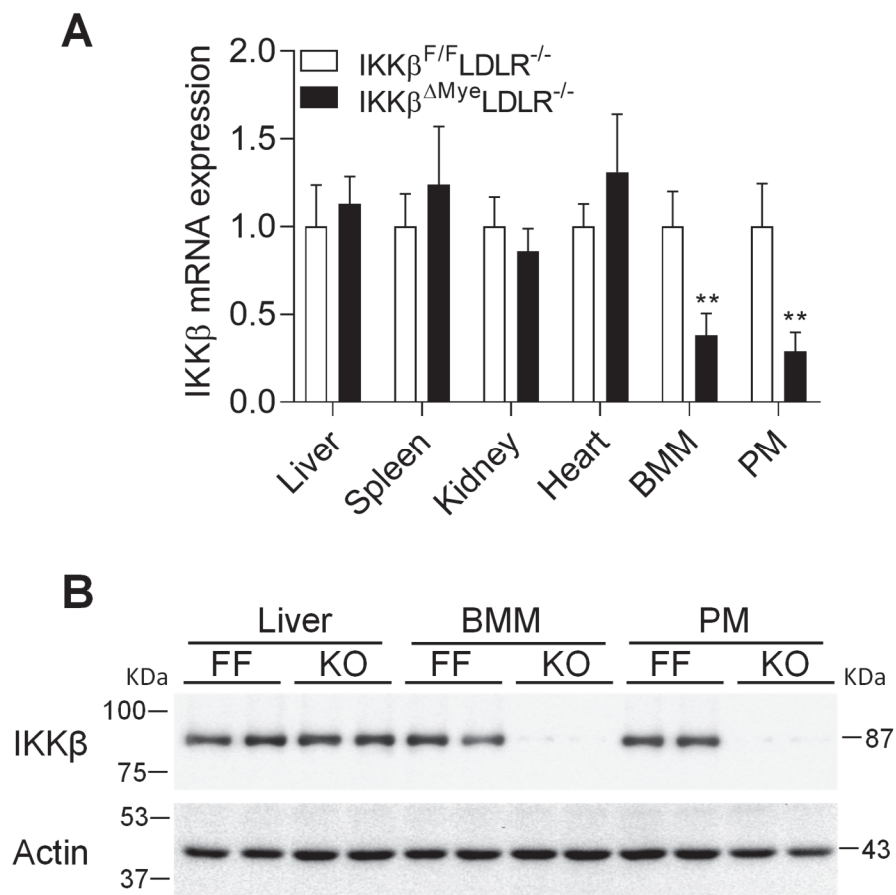

**Supplementary Figure 2. Reduced IKKβ expression in macrophages of IKKβ<sup>ΔMye</sup>LDLR<sup>-/-</sup> mice.**

(A) mRNA levels of IKKβ in bone marrow-derived macrophages (BMM), peritoneal macrophages (PM), and the other major tissues of IKKβ<sup>F/F</sup>LDLR<sup>-/-</sup> and IKKβ<sup>ΔMye</sup>LDLR<sup>-/-</sup> mice (n=5, \*\**P*<0.01). (B) Immunoblotting for IKKβ proteins in Liver, PM and BMM of IKKβ<sup>F/F</sup>LDLR<sup>-/-</sup> and IKKβ<sup>ΔMye</sup>LDLR<sup>-/-</sup> mice.

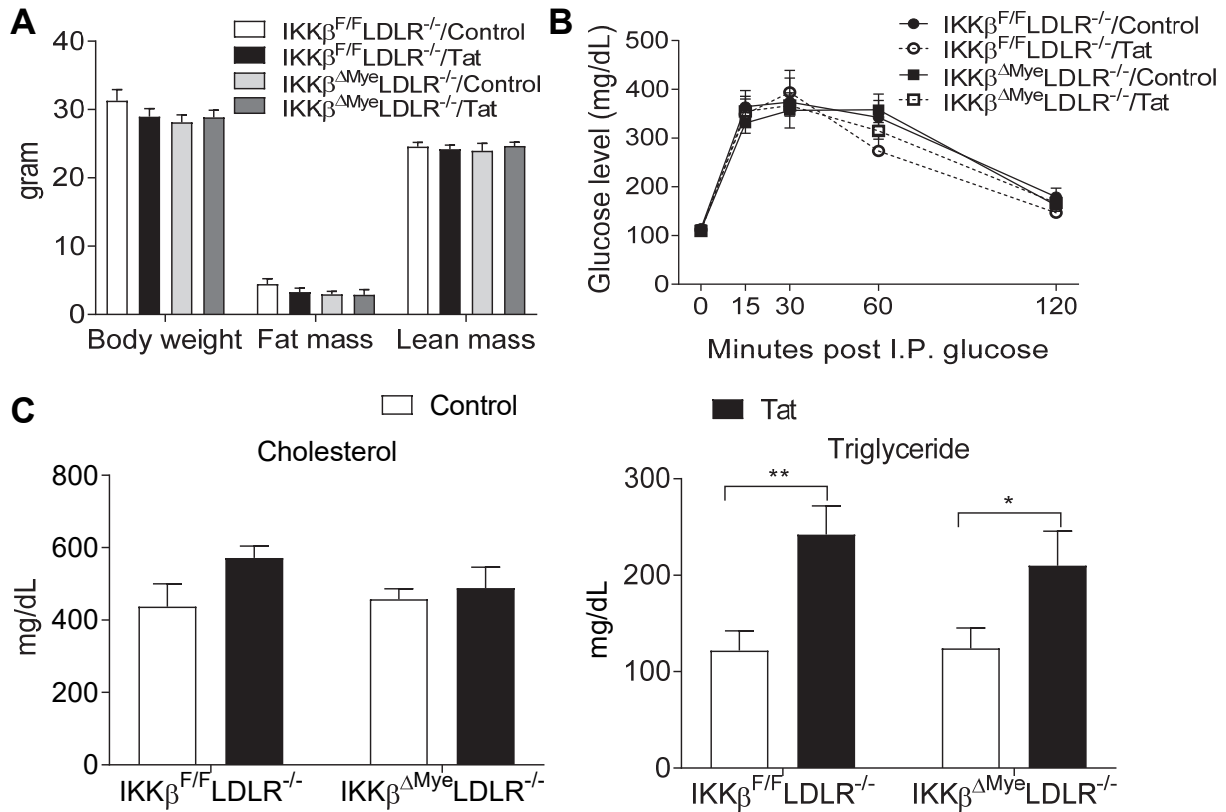

**Supplemental Figure 3. Deficiency of myeloid IKK $\beta$  does not affect the impacts of HIV Tat on metabolic phenotypes and plasma lipid profiles.**

Six-week-old male IKK $\beta^{F/F}$ LDLR $^{-/-}$  and IKK $\beta^{\Delta Mye}$ LDLR $^{-/-}$  littermates were fed a semi-synthetic AIN76a diet containing 0.02% cholesterol and treated with vehicle control or 1000 ng of Tat proteins by intravenous injection twice a week for 12 weeks. Body weight, fat and lean mass (A), glucose tolerance (B) and the plasma levels of cholesterol and triglyceride (C) were measured (n=6-8, \* $P$ <0.05 and \*\* $P$ <0.01).

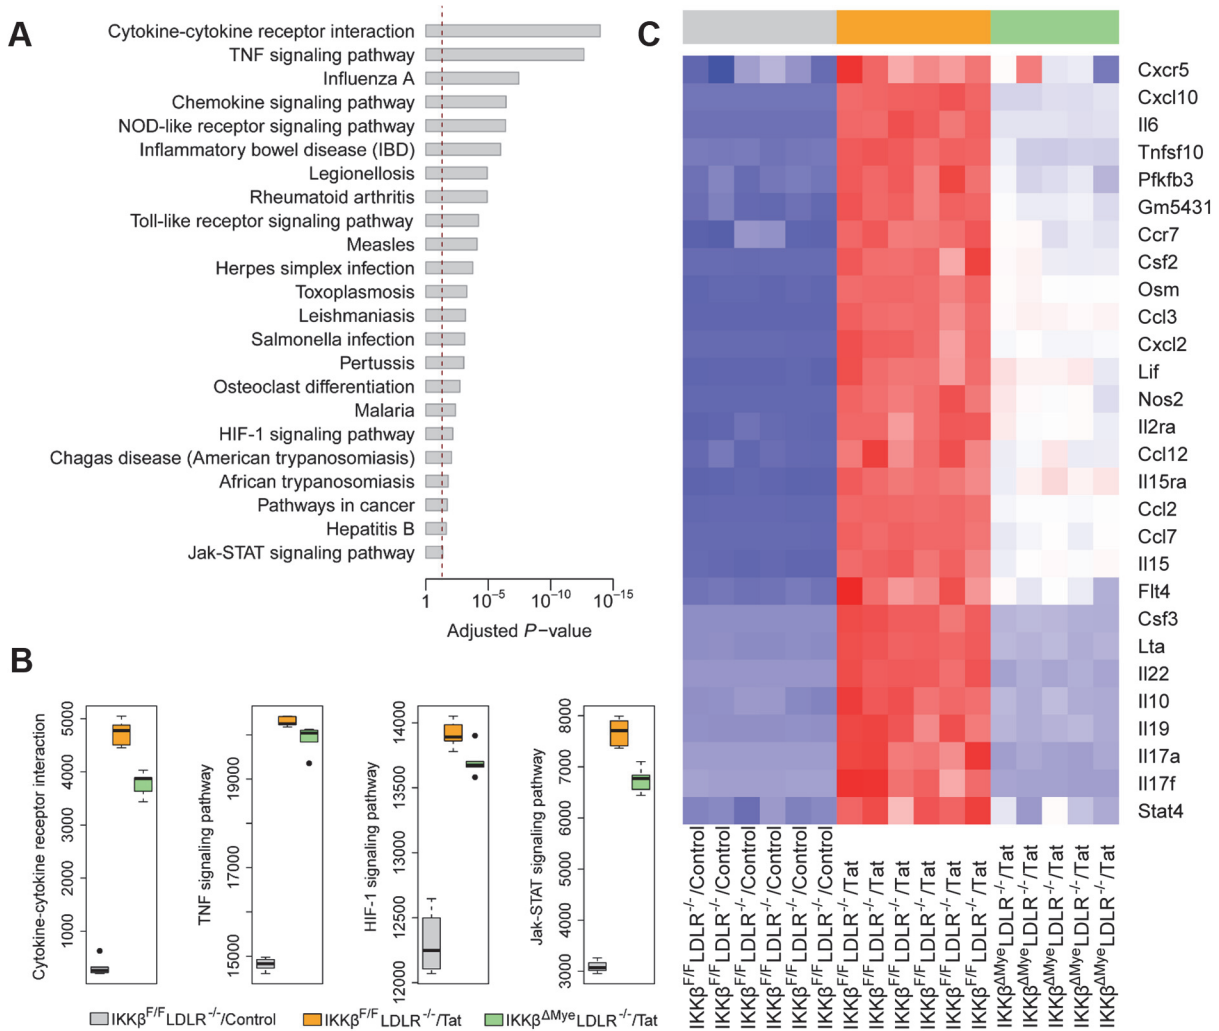

#### Supplemental Figure 4. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of RNA-Seq results from macrophages treated with control or HIV protein Tat.

Peritoneal macrophages were isolated from IKK $\beta^{F/F}$ LDLR $^{-/-}$  and IKK $\beta^{\Delta Mye}$ LDLR $^{-/-}$  mice. Cells were treated with 100 nM Tat or vehicle control for 12 hours and total RNA was isolated for RNAseq analysis ( $n = 5-6$ ). (A) The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways significantly associated with the DEGs in control macrophages after HIV Tat treatment. The  $P$ -values were computed by *Fisher's* exact test. The vertical dash line indicates the significance level of  $\alpha=0.05$ . The y-axis displays the KEGG pathways while the x-axis displays the  $P$ -values. (B) Geneset scores of the prioritized KEGG pathways. The geneset score was calculated using the *FAIME* algorithm. (C) Heatmap representation of DEGs involved in the pathways of "cytokine-cytokine receptor interaction", "TNF signaling pathway", "HIF-1 signaling pathway" and "Jak-STAT signaling pathway" shown in panel A and B. Each row shows one individual gene and each column a biological replicate of mouse. Red represents relatively increased gene expression while blue denotes downregulation.

**Supplemental Table 1. Primer sequences for QPCR**

| <b>Genes</b> | <b>Primer sequences</b>                                     | <b>Genes</b> | <b>Primer sequences</b>                                        |
|--------------|-------------------------------------------------------------|--------------|----------------------------------------------------------------|
| CCR2         | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3' | IL-6         | 5'-CCGAGGAAGACGTGGACACCTTC-3'<br>5'-CCTCAGCCATGACCTGCCTTGTA-3' |
| CCR5         | 5'-CAGTCGGAGACATGCT-3'<br>5'-CTCGGGGTCCTGAGTT-3'            | IL-12b       | 5'-AGGTCTCAGCCTTCTAAAGTTCCTC-3'<br>5'-TCTCTCGAATGAAATTTATCG-3' |
| ICAM-1       | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3' | MCP-1        | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3'    |
| IKK $\beta$  | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3' | TNF $\alpha$ | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3'    |
| IL-1 $\beta$ | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3' | VCAM-1       | 5'- GACGCTCAGATGCAAACCTT -3'<br>5'- TCTTCTCCGCGCAGCTGCA -3'    |

**Supplemental Table 2. Detailed RNAseq data of macrophage DEGs induced by HIV protein Tat**

| Gene              | log2 (FC)    | P-value   | FDR        | FC          | Gene     | log2 (FC)    | P-value   | FDR         | FC          |
|-------------------|--------------|-----------|------------|-------------|----------|--------------|-----------|-------------|-------------|
| Gm4131            | -4.862735042 | 0.0006373 | 0.00168532 | 0.034369316 | Thbd     | -5.38761922  | 1.64E-22  | 6.45E-21    | 0.023887187 |
| 1190005106<br>Rik | -4.863360731 | 1.10E-06  | 3.92E-06   | 0.034354414 | Dbp      | -5.412570188 | 3.18E-12  | 2.21E-11    | 0.023477617 |
| Gzmm              | -4.865402801 | 6.14E-07  | 2.25E-06   | 0.034305821 | Trem1    | -5.419880025 | 3.30E-05  | 0.000100743 | 0.023358962 |
| Efhc1             | -4.86920501  | 0.0001245 | 0.00035809 | 0.034215527 | Btdb17   | -5.425767559 | 0.0004697 | 0.001261378 | 0.02326383  |
| Hac1              | -4.881395009 | 2.46E-11  | 1.53E-10   | 0.033927642 | Pcdhgc4  | -5.455839403 | 0.0005653 | 0.001504067 | 0.022783933 |
| Cdca7l            | -4.888299214 | 3.95E-20  | 9.90E-19   | 0.033765665 | Deptor   | -5.470314229 | 8.66E-17  | 1.17E-15    | 0.02255648  |
| Ica1              | -4.88917294  | 0.0012126 | 0.00311830 | 0.033745222 | Plxnb3   | -5.606932055 | 0.0002956 | 0.000812533 | 0.020518484 |
| Mtss1             | -4.890558297 | 3.29E-24  | 1.96E-22   | 0.033712834 | Chek2    | -5.796086369 | 6.07E-14  | 5.31E-13    | 0.017997167 |
| Fam189b           | -4.893293627 | 1.88E-11  | 1.19E-10   | 0.033648975 | Reps2    | -5.845069833 | 9.40E-09  | 4.27E-08    | 0.017396371 |
| Misp3             | -4.906730997 | 5.63E-07  | 2.07E-06   | 0.033337021 | Nxpe5    | -5.845676412 | 7.37E-12  | 4.89E-11    | 0.017389058 |
| Sit1              | -4.9232189   | 0.0006102 | 0.00161702 | 0.032958196 | Armc2    | -5.861705193 | 5.16E-08  | 2.15E-07    | 0.01719693  |
| Dgkg              | -4.963820706 | 9.01E-13  | 6.74E-12   | 0.032043583 | Wdr9b    | -5.886048429 | 6.21E-07  | 2.28E-06    | 0.016909192 |
| St6gal1           | -4.967711125 | 6.06E-26  | 5.62E-24   | 0.03195729  | Atg9b    | -6.188051737 | 2.42E-06  | 8.37E-06    | 0.013715474 |
| Cavin2            | -4.978167574 | 0.0002703 | 0.00074756 | 0.031726505 | Map2k6   | -6.218241451 | 1.40E-06  | 4.97E-06    | 0.013431447 |
| Slc25a35          | -4.978710064 | 3.45E-12  | 2.39E-11   | 0.031714578 | Dhtkd1   | -6.232315174 | 3.30E-06  | 1.13E-05    | 0.013301058 |
| Nat8l             | -4.996220372 | 1.13E-09  | 5.70E-09   | 0.031331977 | Arhgap19 | -6.275655985 | 5.23E-24  | 3.00E-22    | 0.012907416 |
| Slc25a27          | -5.015947846 | 0.0002504 | 0.00069509 | 0.030906458 | Cd7      | -6.328196875 | 2.40E-06  | 8.33E-06    | 0.012445803 |
| Mroh6             | -5.030495433 | 0.0003625 | 0.00098593 | 0.030596375 | Lpar5    | -6.473274634 | 3.52E-15  | 3.72E-14    | 0.011255121 |
| Pdk2              | -5.040850124 | 1.09E-15  | 1.25E-14   | 0.030377562 | Gm49391  | -6.528952938 | 0.0013877 | 0.003547144 | 0.010829024 |
| Skint3            | -5.121698492 | 0.0001009 | 0.00029296 | 0.02872203  | Abcg3    | -6.600806414 | 2.90E-17  | 4.29E-16    | 0.010302895 |
| Mblac2            | -5.127455233 | 2.55E-14  | 2.37E-13   | 0.028607649 | Pram1    | -6.688359337 | 0.0004684 | 0.001257933 | 0.009696237 |
| Rtn4rl1           | -5.149151474 | 0.0003394 | 0.00092639 | 0.028180647 | Olf1506  | -6.85360778  | 1.45E-05  | 4.61E-05    | 0.008646861 |
| Hey1              | -5.15073473  | 7.23E-10  | 3.76E-09   | 0.028149737 | Osbp2    | -6.857314828 | 8.92E-08  | 3.61E-07    | 0.008624671 |
| Adam23            | -5.187717957 | 0.0003996 | 0.00108187 | 0.027437295 | Echdc3   | -7.21041514  | 1.38E-08  | 6.13E-08    | 0.006752254 |
| Cd300lb           | -5.272839773 | 1.56E-28  | 3.34E-26   | 0.025865273 | Bmx      | -7.534139353 | 2.71E-09  | 1.32E-08    | 0.005395082 |
| Rel2              | -5.274671998 | 0.0006187 | 0.00163792 | 0.025832445 | Gm20388  | -7.759007676 | 0.0029237 | 0.007164768 | 0.004616427 |
| Lpin1             | -5.349088754 | 2.08E-20  | 5.49E-19   | 0.024533744 | Dppa3    | -7.859371146 | 3.61E-09  | 1.72E-08    | 0.004306193 |
| Tns1              | -5.385004577 | 1.06E-23  | 5.63E-22   | 0.023930518 | Engase   | -9.586671441 | 9.52E-14  | 8.12E-13    | 0.001300542 |

FC: Fold change; FDR: False discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

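RNA-Seq was analysed in 17 libraries of thioglycollate-elicited peritoneal macrophages: 6 from IKKβ F/F mice given PBS (F/F PBS), 6 from IKKβ F/F mice given Tat (F/F Tat) and 5 from IKKβ ΔMye mice given Tat (ΔMye Tat). Groups were taken from the sample labels and the paper's design. The authors made the TPM values before deposition by running Salmon on the reads with the Ensembl annotation of GRCm38 and listing them by gene symbol. No normalization between libraries is stated for these values. The authors' own comparison used TMM and a likelihood ratio test in edgeR, on values that are not in the table, and neither step was repeated here. The listed genes of each library sum to less than the full TPM total, so some features were left out of the table. The table has 21683 rows, of which 26 have a symbol turned into a date by a spreadsheet (18 of them tested under their row) and 2 repeat a symbol. Of the rows, 21259 have a symbol that is protein-coding in the GENCODE M21 annotation, which gave the coordinates.

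TPM hold no read counts, so the depth of a library and counting error are unknown, and the spread between libraries was the only measure of precision. A gene listed at 0 in all F/F PBS libraries was given no fold change. The share of each named gene's 31-base sequences that also occur in other genes was computed from the reference transcripts.

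Genes with at least 1 TPM in at least 5 libraries (10451) were tested on log2(TPM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend). The 3 groups shared one fit with 14 residual degrees of freedom, and adjusted p (Benjamini-Hochberg) printed for genes are from limma. Genes were called at an adjusted p under 0.01 and a fold change over 3. For single genes set beside a list, only the adjusted p was used where the text says so. The share of the Tat response lost was, for each gene called with Tat, the log2 difference between F/F Tat and ΔMye Tat divided by that between F/F Tat and F/F PBS. An unchanged ΔMye group was simulated 100 times, since the F/F Tat libraries enter both differences. In simulated data with the same group sizes and no shift of the median gene, genes were raised or lowered at random. Of genes changed 4-fold 98.5% were called, and of genes changed 8-fold 100%. Of genes changed 2-fold 86.6% passed the adjusted p and 0 passed the fold threshold, and 0 unchanged genes were called.

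Named genes were chosen by a rule fixed before the data were examined, at a time when Supplemental Table 2 and Fig. 7C had been seen. They are the genes named in the paper's text, the 5 highest and 5 lowest log2 fold changes of called genes without overlap of the groups and with a mean of at least 10 TPM in the higher group, for Tat and for IKKβ deletion, the 5 genes with the smallest share of the Tat response lost, Ikbkb and Lyz2, and the 20 genes of an NF-κB list. Some results of this rule are not reported here. The same holds for the 14 gene sets, most defined by symbol: interleukins, interleukin receptors, chemokines, chemokine receptors, ligands and receptors of the TNF superfamily, interferon-induced genes, an NF-κB list, adhesion molecules, JAK-STAT components, a HIF-1 and glycolysis list, and, as controls, ribosomal proteins, proteasome subunits and respiratory chain complex I. GO terms, KEGG pathways and FAIME weights were not used. Each set was scored by rank in each library and compared by exact two-sided permutation tests, and was also tested with limma's camera (preset and estimated correlation) and fry. Fisher's exact test of sets among called genes was chosen after the calls were seen.

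Marker lists of T cells and innate lymphoid cells, B cells, NK cells, neutrophils, mesothelial cells, eosinophils and mast cells, and macrophages were written before their levels were compared. Alternatives were pseudocounts of 0.5 and 1, no filter, a filter at 5 TPM, median-ratio scaling, quantile normalization, no fold threshold, an exact Wilcoxon test, a fit of only the compared groups, robust eBayes with array weights, and each library left out in turn. Settings added after the data were seen are named as such. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. IKKβ ΔMye macrophages given PBS were not analysed here, and no interaction of genotype and treatment was fitted.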

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

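The tests of composition, of transcript length and GC content, of both explanations for Hmga1b, of both explanations for Tpsab1 and of a mislabelled library were chosen after the results were seen, while the other splits of the libraries and the test of linked segments were set before.

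In 7 of 184 groups of libraries (3.80%), 1 library lay farther from its nearest neighbour than Dixon's 95% critical value allows, where chance gives about 1 in 20 groups. F/F Tat library 11 accounts for 3 of the 7, with Il1b at 7755 TPM (the other F/F Tat libraries at 8208 to 8391), Il12a at 406 TPM (459.8 to 486) and Tnf at 1671 TPM (1829.9 to 1905). The others were Hmga1b at 241 TPM in F/F PBS library 5 (212 to 218), Nfkb1 at 177 TPM in ΔMye Tat library 23 (233 to 259), Traf1 at 291 TPM in ΔMye Tat library 20 (331 to 337) and Birc3 at 105 TPM in ΔMye Tat library 19 (90.2 to 92.0). Hmga1b and Birc3 share 92.7% and 11.3% of their 31-base sequences with other genes. The listed TPM total of library 11 (900639) and its median-ratio factor (0.843) lie within the range of the other F/F Tat libraries. Without ΔMye library 23 the log2 difference of Nfkb1 between ΔMye Tat and F/F Tat rose from 0.05 to 0.13, and without ΔMye library 19 it was 0.00. The design names no condition that sets single libraries apart, so no biological explanation was tested.

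The paper does not discuss genes called between ΔMye Tat and F/F Tat that were not called for Tat. There were 22 such genes, 12 higher and 10 lower in ΔMye Tat. The 11 Tat libraries were split 100 times into groups of 6 and 5, the real split included. Only the real split gave as many called genes as the 79 observed, and the next largest gave 47. This argues against chance for the total if libraries are independent, and 1 in 100 was the smallest share possible. Whether the libraries of a group share one pool of cells was not settled. A mislabelled library is argued against, since 0 of the 11 Tat libraries had an Ikbkb TPM within the other genotype's range. The 22 genes held 1 pair within 5 Mb of one another, and 75.3% of random draws held as many, which cannot tell linked segments that differ between the genotypes from none. A genotype difference present before Tat stays open, since no ΔMye libraries with PBS were analysed.

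Hmga1b was at 218 ± 11.5 TPM (SD) in F/F PBS, 196 ± 9.65 TPM in F/F Tat and 0.289 ± 0.371 TPM in ΔMye Tat, a log2 difference of -9.41 between ΔMye Tat and F/F Tat. Reads assigned to its near-identical copy Hmga1 instead are argued against as the whole explanation, on the scaled sum of both genes. This sum was lower in ΔMye Tat by a log2 difference of -0.40 (exact permutation test, p = 0.00216), beyond its spread of 0.05. On the TPM as deposited Hmga1 was at 451 TPM in F/F Tat and 564 TPM in ΔMye Tat, a rise smaller than the fall of Hmga1b. TPM are normalized for transcript length, so a sum need not be kept when reads move between transcripts of unlike length. Hmga1 itself rose by 0.32, or 0.12 after scaling. A chromosome segment that differs between the genotypes stays open, with 2 called genes within 10 Mb of Hmga1b, a number that 17.4% of random positions reach. A variant of the strain against the reference was not tested and stays open, as does an effect of IKKβ deletion.

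Tpsab1 was at 24.6 ± 2.94, 30.7 ± 4.46 and 2.68 ± 0.320 TPM in F/F PBS, F/F Tat and ΔMye Tat, a log2 difference of -3.47 between ΔMye Tat and F/F Tat. Fewer mast cells are argued against as the whole explanation, since the other mast cell genes (Cpa3, Cma1, Tpsb2 and Kit) had a median difference of -0.43 and none was below -0.59. Cma1 was added to them after its level had been seen. Reads moved to the paralog Tpsb2 are argued against too, since Tpsb2 fell as well, by a log2 difference of -0.55, and only 0.419% of Tpsab1's 31-base sequences are shared. A strain variant and an effect of the genotype stay open and were not tested.

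Tnfrsf4, Plet1 and Hba-a2 were the 3 genes called higher with Tat and higher again in ΔMye Tat, outside the genes the paper discusses. Their means in F/F PBS, F/F Tat and ΔMye Tat were 0.515, 1.51 and 4.85 TPM for Tnfrsf4, 0.217, 3.05 and 13.3 TPM for Plet1, and 0.0369, 0.648 and 4.29 TPM for Hba-a2. After median-ratio scaling 2 genes, not 3, met both calls. No explanation for these genes was tested beyond the splits above.

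The paper's text describes the genes changed by Tat as induced, and 2031 genes were called lower with Tat. Over 100 splits of the F/F libraries, 1, the real one, gave as many calls, with 2 in the next largest. This argues against chance if the libraries are independent. Against F/F PBS, ΔMye Tat gave the same count of 1 in 100, with 1078 calls in the next largest. Once trends with transcript length and GC content were removed, 78.2% of called genes were lower, against 78.7% before. The removal keeps each library's mean level, so this share could change little. No conclusion is drawn from it about the shift of all genes. Of the 1998 lower calls before the removal, 1814 were kept. Composition stays open. Genes called higher with Tat took 2.26% of the listed TPM in F/F PBS, 24.0% in F/F Tat and 17.3% in ΔMye Tat, which changes the share left for all other genes by a log2 value of -0.36. The median change of all genes was -0.65, of which this is 55.6%. A true fall in many transcripts cannot be told apart from composition, because TPM fix the total of each library, and with median-ratio scaling 1101 genes were called lower.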

How the results depend on the processing

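Alternatives changed one choice at a time, except the settings that join median-ratio scaling with no filter, which, like the scaled set tests, were chosen after seeing the data. No paired analysis was possible because the library numbers of the groups are unique and pair no libraries. For the 62 named genes, single genes were judged by the adjusted p alone. With a library left out, 1047 values for Tat and 1039 for IKKβ deletion kept their direction and side of the threshold, 7 and 11 crossed the threshold and 0 and 4 changed sign. Under the other alternatives 484 and 454 values did so, while 4 and 26 crossed the threshold and 7 and 15 changed sign. Of the rank scores, 472 with a library left out and 26 with no filter did so. TPM keep no depth, so what the depth of a library limits is unknown.

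With each library left out in turn, the number of genes called ranged from 533 to 556 higher and 1941 to 2039 lower for Tat, 36 to 48 higher and 28 to 38 lower for IKKβ deletion, and 447 to 462 higher and 1113 to 1192 lower for ΔMye Tat against F/F PBS. The median share lost ranged from 14.2% to 16.0% for genes higher with Tat and from 25.3% to 27.2% for genes lower with Tat. Sets that scored higher in ΔMye Tat ranged from 1 to 2, with 2 only without ΔMye library 21. The log2 difference between ΔMye Tat and F/F Tat ranged from -0.13 to 0.0254 for Nlrp3, from -0.00208 to 0.13 for Nfkb1 and from -0.0373 to 0.12 for Rel, and the rank score of proteasome subunits from -0.151 to 0.0150. Nlrp3 changed sign without ΔMye library 23, Nfkb1 without ΔMye library 19, Rel without F/F Tat library 10 or ΔMye library 19, and the proteasome subunits without F/F Tat library 10 or 12 or ΔMye library 19, all close to 0.

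A larger pseudocount shrinks fold changes of genes with low TPM by construction. With a pseudocount of 0.5, IKKβ deletion had 15 genes higher and 6 genes lower with Tat were called higher in ΔMye Tat. A pseudocount of 1 gave 1197 genes lower with Tat, 10 higher and 20 lower for IKKβ deletion, 601 lower in ΔMye Tat against F/F PBS, a share lost of 23.4% for genes lower with Tat, and 4 of these called higher in ΔMye Tat. The filter at 5 TPM tests fewer genes. It gave 1281 genes lower with Tat, 18 higher for IKKβ deletion, 689 lower in ΔMye Tat against F/F PBS, 13 called lower and then higher, and 944 genes of the paper's table called with its sign.

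Median-ratio scaling gave 834 genes higher and 1101 lower with Tat, 27 higher and 63 lower for IKKβ deletion and 718 lower in ΔMye Tat against F/F PBS. Under it the share lost was 20.3% for genes higher and 22.5% for genes lower with Tat, with 50 and 13 called back. Quantile normalization gave 867 higher and 826 lower with Tat, 16 higher and 55 lower for IKKβ deletion, 544 lower in ΔMye Tat against F/F PBS, a share lost of 19.6% for genes lower with Tat, and 38 and 5 called back. Both settings move the median gene, and the cause was not tested further.

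Without the fold threshold, which only adds genes, 1774 were higher and 7068 lower with Tat, 4055 higher and 927 lower for IKKβ deletion, and 1834 higher and 6143 lower in ΔMye Tat against F/F PBS. The exact Wilcoxon test called 0 genes higher and 0 lower for IKKβ deletion, where limma called 79 and 5661 had an unadjusted p under 0.05, because its smallest adjusted p was 0.0118.

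For the set tests, camera with an estimated correlation gave 6 sets up and 0 down with Tat, where 11 were up and 2 down with the preset one, and 0 up and 3 down for IKKβ deletion. Fry gave 4 up and 4 down for IKKβ deletion. Camera and fry after scaling each gave 1 set down with Tat, both chosen after seeing the data. Without a filter the rank score of chemokine receptors was 0.336 points in ΔMye Tat against F/F Tat. For these set results the cause was not tested.

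Some log2 differences changed sign. For Tat, the value was 0.39 for Tmem178 with median-ratio scaling and 0.94 with quantile normalization, 0.39 for Hmga1b with median-ratio scaling, 0.34 and 0.24 for Ikbkb, and 0.14 and 0.14 for Chuk. For IKKβ deletion with median-ratio scaling it was -0.16 for Nfkb1, -0.18 for Rel, -0.10 for Rela, -0.0908 for Relb, -0.0159 for Nfkbie, -0.14 for Tnip1, -0.14 for Tnip3, -0.11 for Cflar and -0.14 for Bcl2a1b. With quantile normalization it was 0.0279 for Il1b, -0.10 for Ccr2, -0.0797 for Arhgap19, -0.15 for Rel, 0.0123 for Nfkbia and -0.0600 for Tnip3. The cause was not tested.

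With no filter and median-ratio scaling together, 938 genes were higher and 1252 lower with Tat and 84 lower for IKKβ deletion. A pseudocount of 0.01 added to this gave 1121 higher with Tat, 81 higher and 136 lower for IKKβ deletion and 833 higher in ΔMye Tat against F/F PBS. Both were chosen after seeing the data, and the cause was not tested.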

Differences from the paper's values

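The paper's Supplemental Table 2 lists 1185 genes higher with Tat, and 545 were called higher here. Of the alternatives set before the data were examined, median-ratio scaling (834) and quantile normalization (867) brought the count within 1.5 times the paper's. No fold threshold (1774) did so too, but the paper used one, so that count is not a like comparison. Pseudocounts of 0.5 (483) and 1 (428), no filter (611) and the filter at 5 TPM (443) did not bring it within this limit. Neither did a fit of only the 2 groups (546) or robust eBayes with array weights (554). No filter with median-ratio scaling gave 938 and a pseudocount of 0.01 added to it gave 1121, both chosen after seeing the values, and these leave 486 and 202 of the paper's 2331 called genes that were tested uncalled.

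Of 36 named genes listed once in the paper's table with a value above 0 in F/F PBS, the log2 fold change differed from the paper's for 34, by a median of -0.64. A value was taken to differ when its distance from the paper's exceeded the SD between libraries or its sign was the other. Tns1 and Thbd did not differ. With median-ratio scaling 18 of the 36 did not differ, and with quantile normalization 13, in both cases with Tns1 among them and Thbd not. The median difference was -0.09 with median-ratio scaling and -0.30 with quantile normalization.

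For the following genes both scalings no longer differed from the paper. The log2 fold change with Tat was 8.93 in the paper and 8.47 here for Il6, 7.84 in the paper and 7.19 here for Il12a, 6.63 in the paper and 6.06 here for Ifng and 9.69 in the paper and 8.86 here for Edn1. It was -5.27 in the paper and -5.81 here for Cd300lb, -1.99 in the paper and -2.53 here for Clec5a, 2.73 in the paper and 2.08 here for Fam102b and 1.77 in the paper and 1.12 here for Rel.

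With median-ratio scaling alone of the alternatives the difference closed for the next genes. Their log2 fold change was 5.79 in the paper and 5.17 here for Ccl2, 3.71 in the paper and 3.10 here for Nlrp3, 8.60 in the paper and 7.97 here for Cxcl10 and -4.89 in the paper and -5.33 here for Mtss1. It was -2.76 in the paper and -3.39 here for Myo1f, 3.06 in the paper and 2.42 here for Nfkbiz, 4.74 in the paper and 4.18 here for Traf1 and 2.73 in the paper and 2.14 here for Cflar.

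With quantile normalization alone it closed for a further group. In that group the log2 fold change was 4.84 in the paper and 3.92 here for Vcam1, 5.55 in the paper and 4.50 here for Il23a, 10.76 in the paper and 10.02 here for Nos2 and 4.42 in the paper and 3.41 here for Plet1. With either pseudocount or median-ratio scaling it closed for Ccr2, where the log2 fold change was -1.81 in the paper and -2.35 here for Ccr2.

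No alternative set before the data were examined brought the remaining genes within that SD. Median-ratio scaling moved all of them closer to the paper but Arhgap19 (-5.23), whose value depends on the pseudocount. Its log2 fold changes were 7.90 for Il1b, 5.79 for Il12b, 6.85 for Il1a, 4.39 for Tnf, 8.68 for Ptgs2, 3.18 for Gm4951, 2.25 for Ccl9, 2.19 for H2-Q7, 3.41 for Nfkb2, 2.23 for Nfkbia and 2.23 for Bcl2a1b. On the TPM as deposited the log2 fold change was 7.99 in the paper and 7.36 here for Il1b, 5.89 in the paper and 5.24 here for Il12b, 6.94 in the paper and 6.30 here for Il1a and 4.48 in the paper and 3.84 here for Tnf. It was 8.79 in the paper and 8.14 here for Ptgs2, -6.28 in the paper and -5.67 here for Arhgap19, 3.34 in the paper and 2.65 here for Gm4951 and 2.34 in the paper and 1.70 here for Ccl9. It was 2.33 in the paper and 1.64 here for H2-Q7, 3.50 in the paper and 2.86 here for Nfkb2, 2.32 in the paper and 1.68 here for Nfkbia and 2.31 in the paper and 1.68 here for Bcl2a1b.

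The log2 fold change with Tat was 9.05 in the paper and 6.87 here for Il19. Il19 was at 0.0305 TPM in F/F PBS, where the pseudocount sets the value (4.82 with 0.5 and 3.91 with 1). Arhgap19 was at 0.155 TPM in F/F Tat, and its value also depends on the pseudocount (-4.28 with 0.5 and -3.51 with 1). Il19 and Arhgap19 therefore say nothing about a difference from the paper, although both are counted among the 34.

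The paper's text describes the genes changed by Tat as induced, and its table lists 1455 of 2640 as lower. Here 2031 of 2576 called genes were lower. All 12 genes that the paper's RNA-Seq text names as upregulated were called higher.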

Other observations

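The tests on T cells and innate lymphoid cells, on the scaling of the libraries and on a shared pool of cells were chosen after the results were seen, and the simulation of an unchanged ΔMye group was set before.

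The paper reports Tnf, Icam1 and Ccr2 by QPCR in freshly isolated macrophages of mice treated with Tat, as raised by Tat in IKKβ F/F mice (Fig. 5C), which are other samples. In the cultured macrophages the log2 fold change with Tat was 3.84 for Tnf, 0.45 for Icam1 and -2.35 for Ccr2, and after median-ratio scaling 4.39, 1.00 and -1.83. Between ΔMye Tat and F/F Tat the log2 difference was 0.31 for Tnf, 1.05 for Icam1 and 0.20 for Ccr2, and after scaling 0.11, 0.84 and 0.01. The adjusted p from limma for this difference was 5.82e-07, 6.75e-14 and 0.279, and after scaling 0.0264, 2.39e-12 and 0.957. With quantile normalization the difference for Ccr2 was -0.10.

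Il17a, Il17f and Il22 were lower in ΔMye Tat than in F/F Tat. Il17f, named after its values were seen, was at 0.0492 TPM in F/F PBS, 9.62 TPM in F/F Tat and 0.0835 TPM in ΔMye Tat. Fewer T cells and innate lymphoid cells in the ΔMye cultures are argued against, since the median log2 difference of their markers was 1.15 (0.97 after scaling), with 9 of 9 tested markers higher, or 8 higher and 1 lower after scaling. Their most abundant marker, Il7r, was at 151.7, 149 and 152 TPM in F/F PBS, F/F Tat and ΔMye Tat, a log2 difference between the Tat groups of 0.03 (adjusted p = 0.531, limma), and was the 1 lower after scaling (-0.17, adjusted p = 3.99e-04). A loss of a cell subset that these markers do not separate was not tested and stays open beside an effect of IKKβ deletion. The median log2 difference was -0.48 for B cell markers (Cd79a at 7.55, 4.83 and 4.44 TPM), 0.03 for NK cell markers (Klrk1 at 1.54, 30.2 and 15.1 TPM) and 0.21 for neutrophil markers (Csf3r at 54.9, 128 and 145 TPM). It was -0.28 for mesothelial markers (Msln at 1.02, 0.911 and 0.551 TPM), -0.55 for eosinophil and mast cell markers (Tpsb2 at 22.2, 19.9 and 13.6 TPM) and 0.24 for macrophage markers (Lyz2 at 22382, 6993 and 4333 TPM). After scaling these 6 medians were -0.68, -0.17, 0.01, -0.47, -0.75 and 0.03.

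The interferon-induced genes were lower in ΔMye Tat than in F/F Tat. Scaling of the libraries is argued against, since the highest of the 3 medians of the set (TPM as deposited, median-ratio scaling and quantile normalization) was -0.42.

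A part of the Tat response was lost in ΔMye Tat. The F/F Tat libraries enter both comparisons, which is argued against as the source, since 100 simulations of an unchanged ΔMye group gave a median share lost of at most 0.476% for genes higher with Tat, where 15.2% was observed. The correlation across genes between the Tat and ΔMye log2 differences was -0.58, against -0.0953 to -0.0213 in the simulations. Genes are not independent replicates. A genotype effect present before Tat stays open.

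Libraries of a group lay close together. The legends of Fig. 7 and Supplementary Fig. 4 describe each column as a biological replicate of mouse. A test of whether the libraries of a group share one pool of cells decided neither way, with markers of minor cell types varying within groups at a median percentile of 70.8 among genes of like mean TPM.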
